# Increased pulmonary blood flow leads to alveolar dysplasia during the early postnatal developmental stage

**DOI:** 10.1186/s13578-025-01502-x

**Published:** 2025-11-24

**Authors:** He Zhang, Sixie Zheng, Zheng Wang, Yingying Xiao, Yuqing Hu, Debao Li, Qing Cui, Chenxi Liu, Yiting Xue, Junhua Wu, Sijuan Sun, Lincai Ye

**Keywords:** Increased pulmonary blood flow, Animal models, Pulmonary dysplasia, Lung, Congenital heart diseases

## Abstract

**Background:**

Increased pulmonary blood flow (IncPBF), one of the most important features of many children with congenital heart diseases, is well-known as a prerequisite for the induction of pulmonary arterial hypertension. However, due to the lack of neonatal mouse models of IncPBF, it remains largely unknown how IncPBF affects postnatal lung development.

**Methods and results:**

A neonatal mouse model of IncPBF was created via abdominal aorta and inferior vena cava fistula microsurgery at postnatal day 7 (P7) and verified by abdominal ultrasound and cardiac ultrasound. Hematoxylin–eosin staining demonstrated that at P14, the number of alveoli was significantly reduced in the IncPBF group compared with the sham group. Immunostaining further confirmed the results, showing that the markers of alveoli type 1 (AT1), alveoli type 2 (AT2), and endothelial cells were significantly reduced in the IncPBF group compared with the sham group. Moreover, RNA-sequencing analysis demonstrated a substantial difference of gene expression profile between IncPBF and sham lungs, and many gene ontology terms or reactome enrichment that are associated with normal alveolar development and pulmonary function, such as angiogenesis, cell migration, and lipid metabolism, were downregulated. Mechanistically, suppression of Mfap5-positive myofibroblasts or Shh-Gli1 signaling could ameliorate IncPBF-induced alveolar hypoplasia.

**Conclusions:**

IncPBF led to alveolar dysplasia during the early developmental stage, and a neonatal mouse model of IncPBF was successfully created. This study introduced a platform for understanding IncPBF-associated pediatric diseases.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-025-01502-x.

**Central Message**

- Increased pulmonary blood flow (IncPBF) leads to early alveolar dysplasia.
- A neonatal mouse model of IncPBF was introduced.

**Perspective Statement**

This study introduced a platform for understanding IncPBF-associated pediatric diseases, such as alveolar dysplasia and pulmonary arterial hypertension.

## Introduction

Increased pulmonary blood flow (IncPBF), one of the most important hemodynamic characteristics of many kinds of pediatric congenital heart diseases (CHDs), such as ventricular septal defect (VSD), patent ductus arteriosus (PDA), and atrial septal defect (ASD), has long been recognized as a prerequisite for the induction of pulmonary arterial hypertension (PAH) in pediatric patients with CHDs, who have impaired respiratory function and high mortality [1–5]. Using adult animal models, IncPBF-induced remodeling of pulmonary small blood vessels has been well documented [1–4]. However, to the best of our knowledge, it has not yet been explored how IncPBF contributes to alveolar development because of the lack of neonatal IncPBF mouse model.

More than 90% of alveoli in humans form between 0 and 7 years, while most alveoli in rodents form between postnatal days (P) 0 and P18 [1, 6, 7]. Temporal dynamics of the developing lung transcriptome in three common inbred strains of mice reveals that postnatal alveolar development can be divided into four stages, namely alveolar development stage 1 (ALV1, P0–P3), ALV2 (P4–P7), ALV3 (P9–P12), and ALV4 (P13–P18) [8, 9]. The development of alveoli in adult animals has already been completed, making adult animal models inappropriate for the investigations of alveolar development. About 70% of pediatric PAH cases are caused by IncPBF [10, 11]. Adult efficient PAH-relieving drugs fail to improve the outcomes of pediatric patients with PAH. Currently, there is no cure for most cases of pediatric PAH [12, 13]. Therefore, it is possible that the underlying mechanisms that account for IncPBF-induced remodeling of pulmonary small blood vessels in pediatric patients are different from those in adult patients. Indeed, a recent study that combined genomic, epigenomic, and biophysical methods has revealed that transient myofibroblasts play a crucial role in the formation of alveoli [14]. It is possible that IncPBF-induced remodeling of pulmonary small blood vessels and IncPBF-induced formation of alveoli are interconnected by transient myofibroblasts. A neonatal mouse model of IncPBF would undoubtedly help resolve these concerns.

Gene-modified CHD animals typically die before birth. The only possible way to construct a neonatal mouse model of IncPBF is via microsurgery. Performing microsurgery on neonatal mice is challenging because of the limited operation time and surgical space [1, 6, 15, 16]. We have been working on microsurgery for nearly 10 years and have previously performed abdominal aorta and inferior vena cava fistula (ACF) microsurgery on P7 neonatal mice to induce a left-to-right shunt, which produced neonatal right ventricular volume overload [17–20]. In theory, a left-to-right shunt, just like in PDA and ASD, should produce IncPBF. In addition, ACF surgery has been performed on adult rats to induce PAH [21]. However, more solid data are needed to verify whether ACF microsurgery induces neonatal IncPBF and whether IncPBF affects postnatal lung development. In this study, we used various molecular biology techniques to demonstrate that ACF induces IncPBF and that IncPBF leads to alveolar dysplasia.

## Materials and methods

### Animals

P7 C57/BL6 pups (male or female), bred at the Animal Center of Shanghai Children’s Medical Center, were used in this study. The room was maintained with a 12-h/12-h day/night cycle at a temperature of 21–23 °C.

### Neonatal ACF surgery

The surgical protocol for fistula creation was modified from a previously described method [17–20]. Briefly, at P7, neonatal mice were anesthetized with 4% isoflurane. The pups were placed in the supine position and a midline laparotomy was performed to expose the abdominal aorta (AA) and the inferior vena cava (IVC) (Supplemental Fig. S1A-B). Under microscopic guidance, an 11–0 nylon suture needle (diameter = 0.07 mm) was used to create a fistula by puncturing from the AA into the proximal segment of the IVC at an angle of 30° to 60° (Supplemental Fig. S1B). Successful fistula formation was confirmed by immediate swelling and visible mixing of arterial and venous blood within the IVC. Hemostasis was achieved by applying compression with cotton swabs for 20 s. The abdominal wall was then sutured closed, and the mice were placed on a heating pad maintained at 37 °C until their skin color returned to pink. After full recovery from anesthesia, all of the pups were returned as a group to their mother. The entire procedure was completed within approximately 15 min. Sham-operated mice underwent identical procedures except for the vascular puncture step.

### Ultrasound

At P13, the prepubertal mice were anesthetized with 1.5%–2.0% isoflurane for ultrasound examination. Fistula and pulmonary artery (PA) flow were analyzed with a Vevo 2100 imaging system (Visual Sonics, Toronto, ON, Canada). Using pulsed-wave Doppler mode, we measured blood flow signals in the PA, including the velocity time integral (PA-VTI), diameter of the PA valve (D), pulmonary arterial acceleration time (PAT), and right ventricle (RV) ejection time (RVET). We calculated the RV stroke volume (RVSV, mL) and RV systolic pressure (RVSP, mm Hg) using the following formulas [20, 22]: RVSV [mL] = 1/4 × πD^2^ × PA-VTI; RVSP [mm Hg] =  − 83.7 × PAT/RVET − index + 63.7.

### Tissue preparation

At P14, the lungs of the prepubertal mice were collected for hematoxylin and eosin (H&E) staining, immunofluorescence, and RNA-sequencing analyses. The lungs were perfused with phosphate-buffered saline (PBS) first to clear blood from the vascular bed, followed by fixation with 4% paraformaldehyde. Subsequently, the tissues underwent dehydration, embedding in paraffin, and sectioning.

### H&E staining

Alveolarization was evaluated via H&E staining using the H&E staining kit (Solarbio, Shanghai, China) in accordance with the manufacturer’s instruction. Radial alveolar counts (RACs) and mean linear intercepts (MLIs) were used to quantify alveolarization in line with previous publications [15, 16]. Briefly, RACs were determined by the number of alveoli that transversed a perpendicular line that was drawn from the center of a terminal bronchiole to the edge of the alveolar septum or pleura. To assess MLIs, grids consisting of horizontal and vertical lines were positioned on the image, and the total number of times the borderline intersected with the alveoli and the total length of the grids were recorded. Specifically, MLI was defined as the total grid length divided by the total number of intersections (in μm).

### Immunofluorescence

The paraffin-embedded lung sections were dewaxed in xylene, hydrated using an alcohol gradient, and subjected to antigen retrieval. After incubation in PBS supplemented with 7.5% goat serum and 0.5% Triton X-100 for 1 h at room temperature, the sections were subsequently incubated with primary antibodies (anti-CD31, anti-RAGE, anti-SFTPC, and anti-SMA) (Supplemental Table S1) at 4 °C overnight. The following day, the sections were washed three times with PBST (PBS containing 1% Tween-20), followed by 1-h incubation at room temperature with fluorescent secondary antibodies and DAPI. Finally, the sections were mounted with an antifade medium and sealed with nail polish.

### RNA sequencing

Total RNA was isolated from P14 lungs via PureLink RNA Micro Kit (catalog number 12183016; Life Technologies, Carlsbad, CA, USA) in accordance with the manufacturer's guidelines. Sequencing cDNA library was constructed utilizing NEBNext® UltraTM RNA Library Prep Kit (E7760, NEB, USA). Both library quality and RNA integrity were assessed using an Agilent 2100 Bioanalyzer. Sequencing of the library was performed on the Illumina NovaSeq platform. Raw data were processed through in-house PERL scripts to produce high-quality clean data, which were subjected to differential expression analysis, Gene Ontology (GO), and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses. These analyses were performed on the OE cloud platform (https://cloud.oebiotech.com).

### Suppression of Mfap5-positive myofibroblasts or Shh-Gli1 signaling

To achieve lung-specific suppression of Mfap5 -positive myofibroblasts, pscAAV-U6-shRNA (Mfap5)-CMV-EGFP-tWPA (OBIO, China) was administered to mice via intratracheal instillation. Control mice received pscAAV-U6-shRNA (NC2)-CMV-EGFP-tWPA.

Following ACF surgery, mice were treated daily with subcutaneous injections of either cyclopamine (50 mg/kg; MedChemExpress, USA) or vehicle from postnatal day 7 (P7) to P14. The cyclopamine dosage was selected based on a previous report [23].

### Quantitative real-time PCR

Total RNA was extracted from lung tissue using the PureLink RNA Micro Scale Kit (catalog number 12183016; Life Technologies). Quantitative real-time PCR was performed using BeyoFast™ SYBR Green One-Step qRT-PCR Kit (catalog number: D7268M, Beyotime, Shanghai, China) according to the manufacturer’s instructions. *Gli1* primers (Supplemental Table S1) were purchased from Generay Biotech Co., Ltd. 

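The forward primer of Gli1, CCAAGCCAACTTTATGTCAGGG, matches exon 4 of the 13 exons of the gene's transcript of 4057 bases, at 127338118 to 127338139 on chromosome 10 of GRCm38. The reverse primer, AGCCCGCTTCTTTGTTAATTTGA, is the reverse complement of a stretch of exon 5, at 127337533 to 127337555. The gene lies on the minus strand, and the product spans the intron between these exons. In the spliced transcript the product is 130 bases long, and both primers match 3 of the 5 annotated transcripts of Gli1.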

(Shanghai, China).

### Western blot analysis

Proteins were extracted from lung tissues using RIPA buffer (P0013B, Beyotime Biotechnology). After quantification by BCA assay, equal amounts of protein were separated by SDS-PAGE and transferred to PVDF membranes. The membranes were blocked with 5% non-fat milk, incubated with MFAP5 primary antibody (Supplemental Table S1) overnight at 4 °C, followed by HRP-conjugated secondary antibodies. Protein bands were visualized using an ECL detection system.

### Statistical analysis

Quantitative data were expressed as the mean ± standard deviation. Differences were tested using Student’s *t* test if the data were normally distributed; otherwise, the rank-sum test was used. P values less than 0.05 were considered statistically significant. The SAS software (SAS 11.2, SAS Institute Inc.) was used for all statistical analyses.

## Results

### Neonatal ACF microsurgery generates a shunt between AA and IVC

As shown in Fig. 1A–C, we first performed ACF microsurgery on P7 (Supplemental Fig. S1A-B), at ALV2; then, we performed ultrasound at P13 and bulk RNA-sequencing and associated examinations at P14, at ALV4, to investigate whether IncPBF affects alveolar development. The IVC, which served as a negative control, had no pulsatile blood flow (Supplemental Fig. S2A). The AA, which served as a positive control, demonstrated pulsatile blood flow (Supplemental Fig. S2B). There was broad and low pulsatile blood flow at the fistula (Fig. 1D, E) (Video 1). These results suggested that a neonatal shunt between AA and IVC was successfully created, consistent with our previous reports [17–20].

**Fig. 1:**
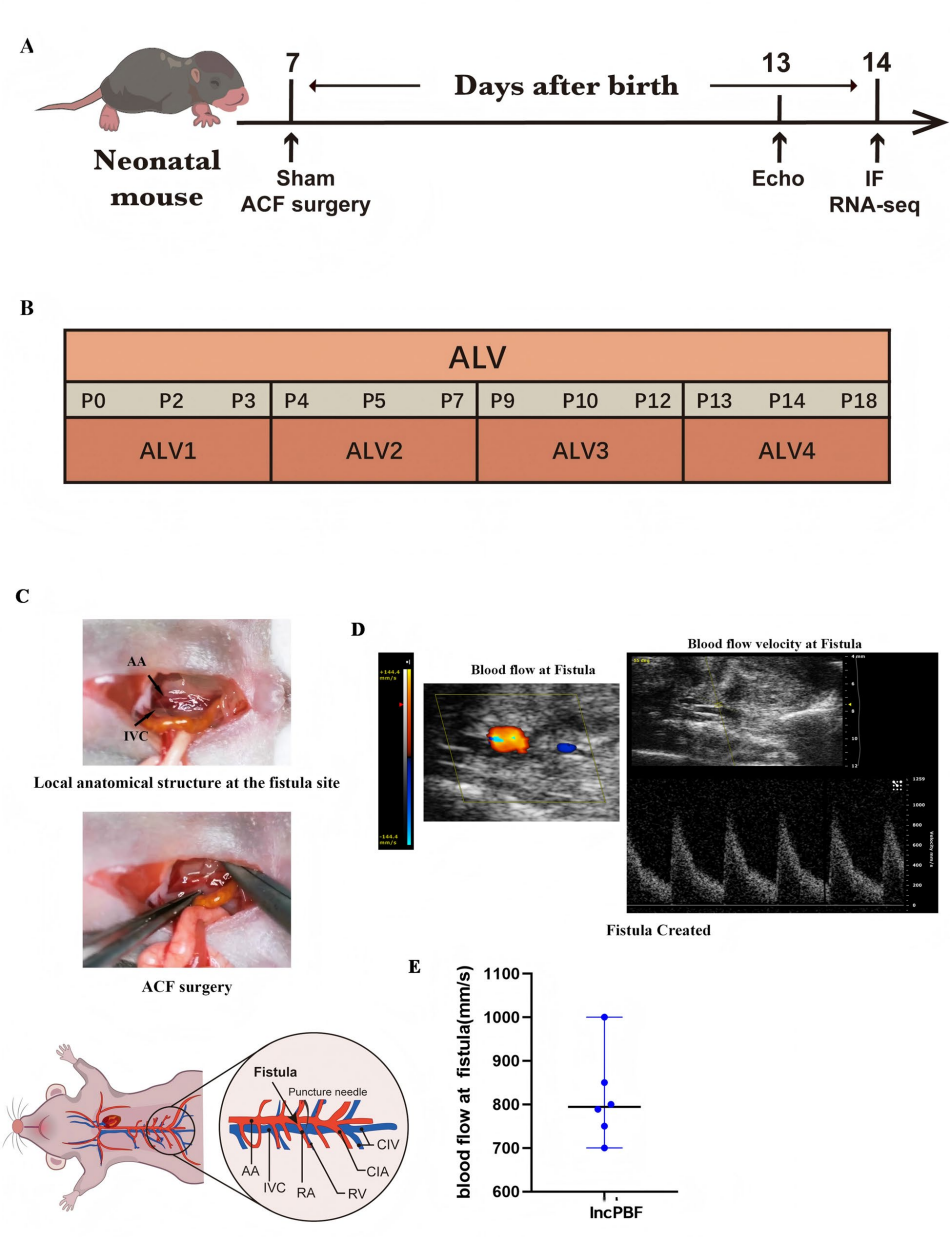
Neonatal abdominal aorta and inferior vena cava fistula (ACF) microsurgery successfully induces a left-to-right shunt. **A** Experimental flowchart. **B** Stages of postnatal alveolar development revealed by transcriptome analysis. **C** Illustration of neonatal ACF microsurgery. **D** Abdominal aortic and venous fistula and blood flow at the fistula. **E** Quantification of blood flow velocity at the fistula

### Neonatal shunt induces IncPBF

To confirm that the neonatal shunt produces IncPBF, we performed echocardiography at P13. The results showed that PA-VTI significantly increased in the ACF group (Fig. 2A, B), and there were no differences in the PA diameter (Fig. 2C, D) between the ACF group and the sham group. Therefore, RVSV was significantly increased (Fig. 2E), indicating that neonatal shunt produced IncPBF. There were no differences in PAT and RVET between the ACF and sham groups  . Thus, there were no differences in RVSP between the ACF and sham groups (Fig. 2F), suggesting that the effect of IncPBF in 1 week had not yet produced PAH.

**Fig. 2:**
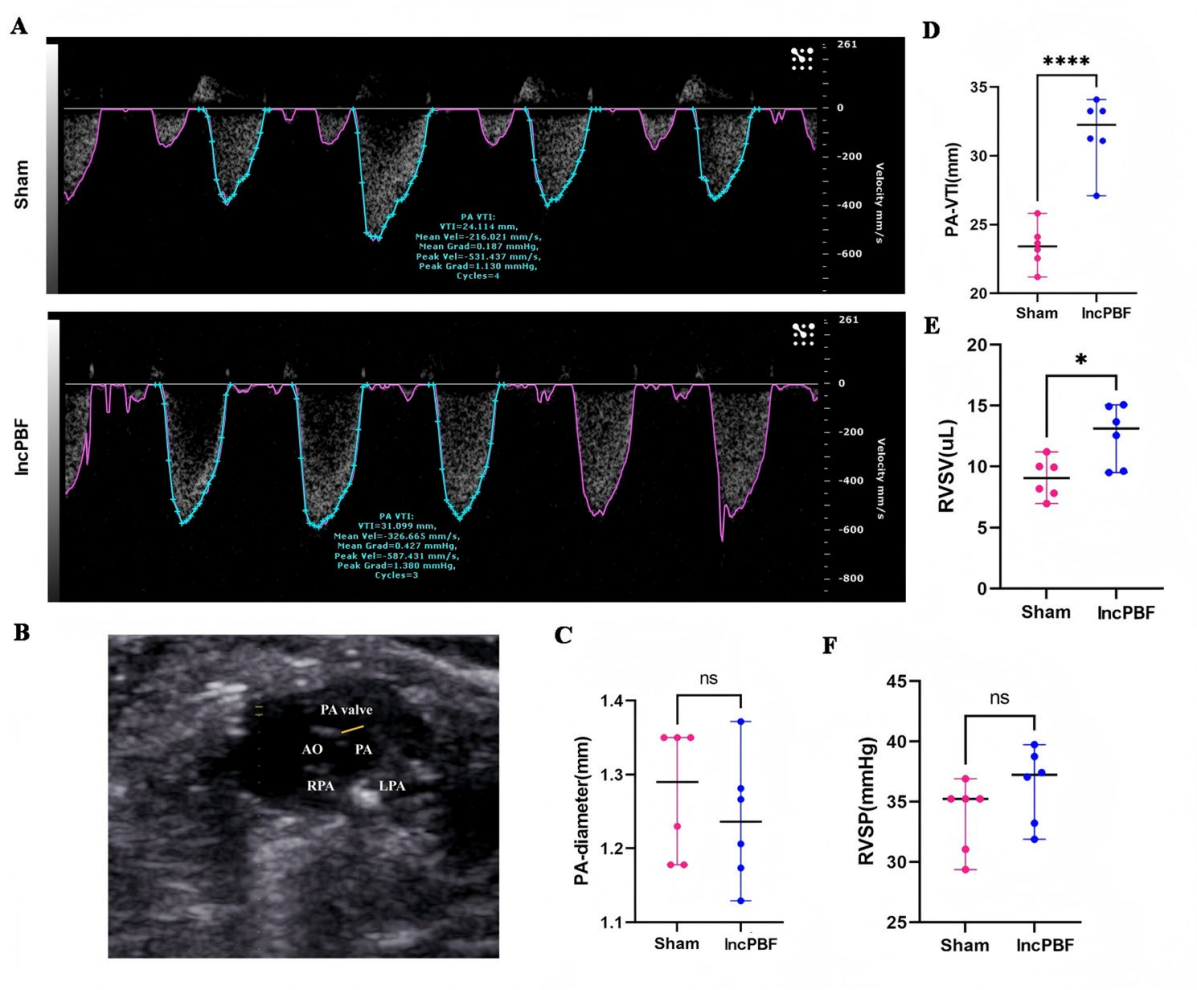
Neonatal shunt generates IncPBF. **A** Representative blood flow imaging at the pulmonary valve. **B** Representative echocardiography at the pulmonary valve. Blue line indicates the PA diameter. **C** Quantification of the PA diameter. **D** Quantification of PA-VTI. **E** Quantification of RVSV. **F** Quantification of RVSP

### IncPBF leads to alveolar dysplasia

We then performed H&E staining to investigate whether IncPBF contributes to alveolar development. The results showed that MLI, indicative of alveolar simplification, was significantly elevated in the IncPBF group compared with the sham group (Fig. 3A, B). To confirm these results, we performed immunofluorescence to examine whether the key cells of alveoli were affected by IncPBF [15]. The results showed that CD31, a marker of endothelial cells, was significantly reduced in the IncPBF group compared with the sham group (Fig. 3C, D). Similarly, Sftpc, a marker of type I alveolar cells (AT1), and RAGE, a marker of type II alveolar cells (AT2), were significantly reduced (Fig. 3E, H). These findings indicated that IncPBF led to prepubertal alveolar dysplasia.

**Fig. 3:**
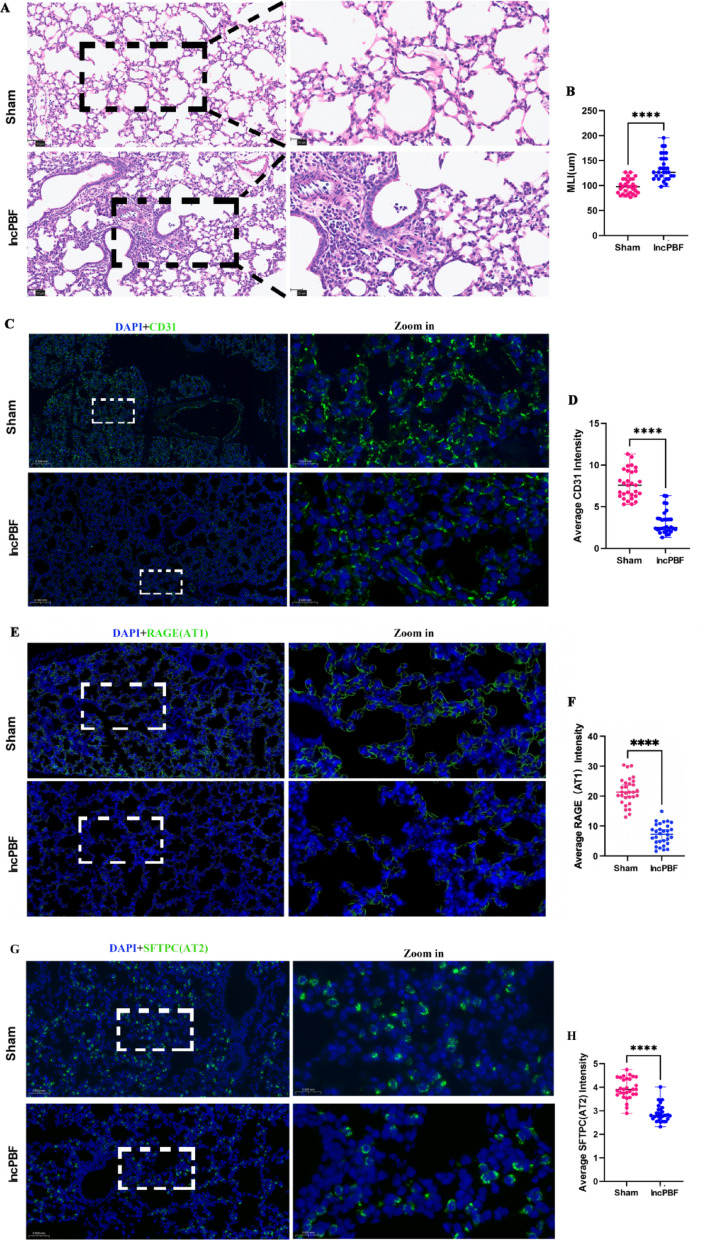
IncPBF leads to alveolar dysplasia. **A** Representative H&E staining of alveoli in the sham and IncPBF groups. **B** Quantification of MLI. **C** Representative immunofluorescence staining of endothelial cells (CD31). DAPI (blue); CD31 (green). **D** Quantification of average CD31 intensity. **E** Representative immunofluorescence staining of AT1 cells (RAGE). DAPI (blue); RAGE (green). **F** Quantification of average sftpc intensity. **G** Representative immunofluorescence staining of AT2 cells (sftpc). DAPI (blue); sftpc (green). (H) Quantification of average sftpc intensity

In addition, IncPBF induced persistent alveolar dysplasia at P30 and P60 (Supplemental Fig. S3) and was associated with signs of PAH, including elevated right ventricular stroke volume (RVSV) up to two months after ACF surgery, increased right ventricular systolic pressure (RVSP), and pulmonary valve regurgitation at both 2 and 3 months post-surgery (Supplemental Fig. S4).

### IncPBF alters the gene expression profile of normal alveolar development

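The lungs were profiled by bulk RNA-sequencing, which measures the RNA of all cells of the tissue together. The IncPBF group and the sham group each had 5 lungs, numbered 1 to 5 in the deposited data, from mice operated on at P7. Bleeding after the puncture was stopped by compression for 20 s in the methods and for 2 min in the sample labels. The authors deposited 1 table with the FPKM of 54532 genes in the 10 lungs. FPKM is the number of sequenced fragments on a gene per kilobase of its length, scaled to the size of the library. The paper's text names neither the aligner, the genome build and the counting software nor the test behind the DEGs; its statistics section names general tests of 2 groups. Of the 54495 genes that are also in GENCODE M21, 53585 had the same coordinates on GRCm38 there (98.3%). In each lung, 100% of the values multiplied by gene length were whole multiples of 1 step, which gave back the number of fragments on each gene. The IncPBF lungs had 16103423 to 20318525 fragments on genes, with a median of 17900605. The sham lungs had 18171494 to 19400575 fragments, with a median of 18262206. A single fragment on a gene of 1 kb corresponded to 0.0482 to 0.0580 FPKM, and genes with 3 fragments or fewer in every lung of a group were taken as at the floor. These limits cover counting error only, since fragments without molecular identifiers are not independent molecules. Genes with a mean FPKM of at least 0.5 over the 10 lungs were tested, 15388 in all. The test was limma's linear model with moderated variances that follow mean expression, on log2(FPKM + 0.1). The pseudocount of 0.1 lowers the fold changes of genes with a low FPKM. Adjusted p values are Benjamini-Hochberg values over all genes tested unless another list is named. Permutation tests were exact, two-sided unless stated, and covered all 252 assignments of the 10 lungs to groups of 5; the smallest p they allow is 0.00794. No sequencing batch, litter or date of surgery is given in the labels. The methods state that male or female pups were used, and the labels do not give the sex. Xist RNA, which is made from the inactive X chromosome, was 52.4 to 66.5 FPKM in IncPBF lungs 2 to 5. It was 0.0144 FPKM in IncPBF lung 1 and at most 0.0770 FPKM in the sham lungs. The Y-linked gene Ddx3y was 21.9 to 24.6 FPKM in the sham lungs, 18.6 FPKM in IncPBF lung 1 and at most 0.00926 FPKM in IncPBF lungs 2 to 5. The group comparison therefore also compares lungs that differ in sex-linked expression, with IncPBF lung 1 as the exception.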

To further confirm and understand how IncPBF leads to prepubertal alveolar dysplasia, we performed bulk RNA-sequencing of the lungs at P14. The volcanic plot showed that there were 7528 differentially expressed genes (DEGs) between the IncPBF and sham groups, of which 3565 were upregulated and 3863 were downregulated (Fig. 4A). 

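At an unadjusted p under 0.05, the criterion printed in Fig. 4A, 6640 of the 15388 genes tested differed between the groups, 3343 upregulated and 3297 downregulated in the IncPBF group. With each lung rescaled to an equal total, 3862 were upregulated and 2690 downregulated. After adjustment, 4970 genes had a p under 0.05 in limma, 2480 upregulated and 2490 downregulated. The median absolute log2 fold change of these 4970 genes was 0.41, and 471 of them changed at least 2-fold. In 3563 genes (23.2% of those tested) all 5 IncPBF lungs lay on one side of all 5 sham lungs, against 0.794% by chance. With chromosomes X and Y left out of the calls, 4823 genes remained. Of the alternatives that kept the thresholds, log2 Xist FPKM as a covariate moved these counts most, and with it 3172 genes had an unadjusted p under 0.05 and 748 an adjusted p under 0.05. The genes mt-Tt and Mir3097 rank highest by log2 fold change among genes whose groups did not overlap, but they had at most 3 fragments in any lung, and no fold is given for them. Among the others, Cemip (ENSMUSG00000052353) on chromosome 7 had the largest rise, from 0.511 ± 0.304 to 5.85 ± 0.515 FPKM (SD, n = 5 per group), a log2 fold change of 3.41 (standard error 0.27, adjusted p = 1.42e-05 from limma). Lrrc15 rose by 3.36 and Grem1 by 3.17 on the log2 scale, with adjusted p values of 0.000125 and 0.000318 from limma. Zbtb16 (ENSMUSG00000066687), which lies on chromosome 9 of GRCm38 from 48654297 to 48836222 and is labelled in Fig. 5B, fell from 32.4 ± 6.54 to 0.783 ± 0.370 FPKM. Its log2 fold change was the largest fall of this kind among autosomal genes, -5.28 (standard error 0.25, adjusted p = 1.15e-06 from limma). Serpina3n fell by 3.69 (adjusted p = 4.44e-07) and Hif3a by 3.36 (adjusted p = 7.25e-06) on the log2 scale in the same test. The sex-linked gene Xist had a log2 fold change of 7.08 (standard error 1.53) with 4 of 5 IncPBF lungs above all sham lungs. The Y-linked genes Ddx3y, Uty, Eif2s3y and Kdm5d had log2 fold changes of -6.32, -4.04, -5.58 and -3.66, with IncPBF lung 1 in the range of the sham lungs or near it. Of the 18 genes labelled in Fig. 4A, 16 had a mean FPKM under 0.5 and were not tested. In 16 of the 18, at least 1 group lay at or under 3 fragments in every lung, so that only a lower bound of the fold can be given. Prokr2 had 48 to 115 fragments in the IncPBF lungs and 0 to 1 in the sham lungs, at least 24.6-fold higher. Abcb11 was at least 5.96-fold higher, and Il22ra2 at least 7.31-fold and Slc22a12 at least 5.13-fold lower. The bounds of the other 12 genes were 0.859-fold to 4.11-fold, and those of Myot, AC163633.2 and Bpifa1 lay under 1, which establishes no change at this depth. The bound of Acod1, 1.28-fold, rests on IncPBF lung 1, which had 16 fragments against 1 in each other IncPBF lung.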

Principal component analysis (PCA) of the DEGs showed that the individual lungs in the IncPBF group were similar to each other but differed noticeably from the lungs in the sham group (Fig. 4B). 

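Principal components were computed on log2(FPKM + 0.1) centred per gene, first for all 15388 genes tested and then for the 6640 genes with an unadjusted p under 0.05. Over all genes tested, the first component (PC1) held 34.5% of the variance and the second (PC2) 13.9%. The IncPBF lungs scored -28 ± 7.23 and the sham lungs 28 ± 16.0 on PC1 (mean ± SD, n = 5 per group, exact permutation p = 0.00794). The highest IncPBF score was -21.5 and the lowest sham score 7.78. PC2 did not part the groups (exact permutation p = 0.476). The spread of the sham lungs on PC1 was thus larger than that of the IncPBF lungs. Over the 6640 genes, which were chosen for their difference between the groups, PC1 held 71.8% of the variance and the scores were -25.5 ± 4.64 in the IncPBF group and 25.5 ± 8.56 in the sham group. On unlogged FPKM, PC1 of all genes tested held 82.1% of the variance and did not part the groups (exact permutation p = 0.778), with a score of 16630 for sham lung 5 and of -5232 to 2540 for the other lungs. PC1 of the 6640 genes on unlogged FPKM did part the groups.

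**Figure D1:**
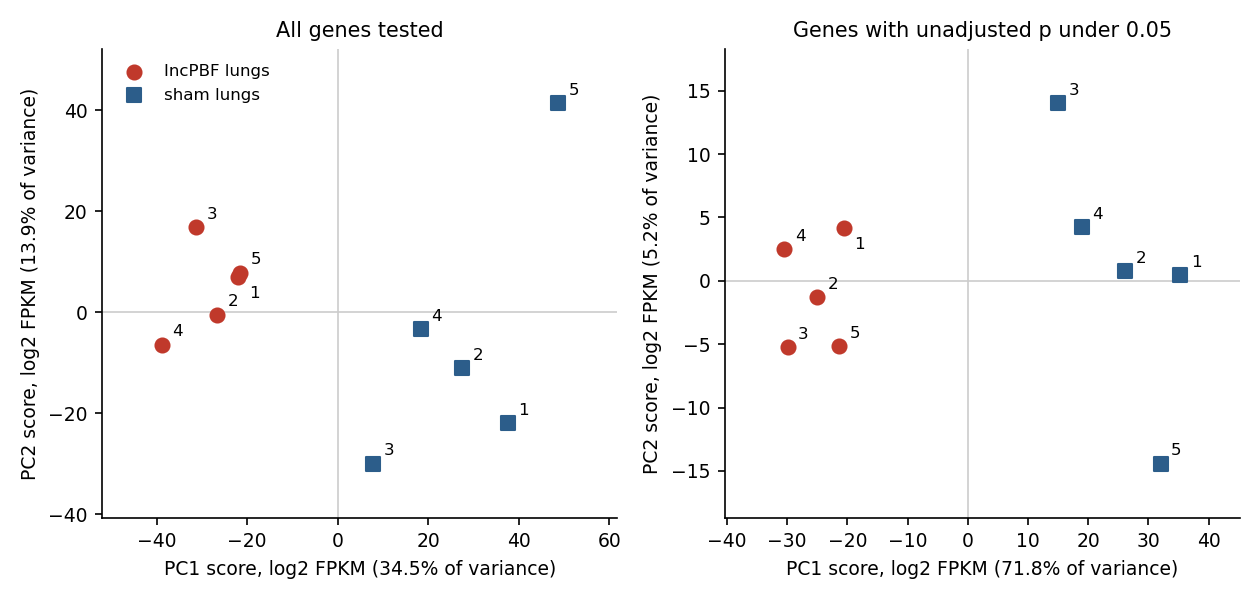
Scores of the 10 lungs on PC1 and PC2, in log2 units, for all genes tested (left) and for the genes with an unadjusted p under 0.05 (right), with the percent of variance on each axis. In both plots each of the 5 IncPBF lungs lies below 0 on PC1 and each of the 5 sham lungs above 0.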

Likewise, the heat map of cluster analysis demonstrated that the individual lungs in the same group were similar but differed noticeably from the lungs in the other group (Fig. 4C). 

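Pearson correlations between lungs over log2(FPKM + 0.1) of all genes tested averaged 0.968 for the 10 pairs of IncPBF lungs (0.964 to 0.973). They averaged 0.960 for the 10 pairs of sham lungs (0.943 to 0.966) and 0.945 for the 25 pairs of an IncPBF and a sham lung (0.917 to 0.958). These are correlations across genes, which are not independent replicates. The within minus between group correlation was 0.0191, which no other split of the 10 lungs into groups of 5 reached (one-sided exact permutation p = 0.00794). No library was in the table in duplicate, since even the most similar pair, IncPBF lungs 2 and 5, differed by more than sampling noise (chi-square per gene 6.40). Hierarchical clustering of scaled genes on Euclidean distance placed the 5 IncPBF lungs in 1 branch and the 5 sham lungs in the other. It did so with complete and with average linkage, over all genes tested and over the genes with an unadjusted p under 0.05.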

Detailed analysis of the heat map of cluster analysis revealed that the marker genes of AT1/AT2/endothelial cells were significantly downregulated (Fig. 4D). These results demonstrated that IncPBF microsurgery was highly reproducible and that IncPBF altered the gene expression profile of normal alveolar development.

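The 6 marker genes of Fig. 4D were measured at 1398 fragments or more in every lung. For AT1 cells, Ager (ENSMUSG00000015452, chromosome 17 of GRCm38 from 34597862 to 34600936), which encodes RAGE, was 583.5 ± 11.0 FPKM in the IncPBF group and 853 ± 114 FPKM in the sham group (SD, n = 5 per group). Its log2 fold change was -0.54 (standard error 0.09), with an adjusted p of 0.00157 from limma over all genes and 0.000745 over the 6 markers. Pdpn (ENSMUSG00000028583, chromosome 4 from 143267431 to 143299564) was 46.1 ± 3.09 against 59.5 ± 7.56 FPKM, a log2 fold change of -0.36 with an adjusted p of 0.00839 from limma. Spock2 (ENSMUSG00000058297, chromosome 10 from 60106219 to 60135198) was 93.5 ± 6.48 against 122 ± 26.2 FPKM. Its log2 fold change of -0.36 (standard error 0.13) passed 0.05 over the 6 markers (adjusted p = 0.0205 from limma) but not over all genes (adjusted p = 0.0522), and the groups overlapped (exact permutation p = 0.0635). For AT2 cells, Sftpc (ENSMUSG00000022097, chromosome 14 from 70520949 to 70524081) was 10430 ± 949 against 12100 ± 1237 FPKM. The groups overlapped, with a log2 fold change of -0.21 (standard error 0.17) and an adjusted p of 0.358 from limma. The p of Sftpc depended on how limma modelled the variance. It was 0.226 unadjusted in the main test. With moderated variances that do not follow mean expression, the unadjusted p was 0.0332 and the adjusted p 0.0872, at the same log2 fold change. An exact permutation test on Sftpc gave p = 0.0476, and the sign of its change reversed to 0.12 after quantile normalization between lungs. For endothelial cells, Pecam1 (ENSMUSG00000020717, chromosome 11 from 106654217 to 106750628), which encodes CD31, was 130 ± 4.41 against 168 ± 18.1 FPKM, a log2 fold change of -0.37 with an adjusted p of 0.00405 from limma. Cdh5 (ENSMUSG00000031871, chromosome 8 from 104101625 to 104144511) was 247.5 ± 15.5 against 339 ± 50.7 FPKM, a log2 fold change of -0.44 with an adjusted p of 0.00699 from limma. In Ager, Pdpn, Pecam1 and Cdh5 every IncPBF lung lay below every sham lung, the smallest exact permutation p of the design. With log2 Xist FPKM as a covariate, 0 of the 6 genes had an adjusted p under 0.05, and 3 (Ager, Pecam1 and Cdh5) had an unadjusted p under 0.05. The log2 fold changes were then -0.51 for Ager, -0.33 for Pdpn, -0.28 for Spock2, -0.26 for Sftpc, -0.35 for Pecam1 and -0.42 for Cdh5. IncPBF lung 1 is the only lung in which Xist and group part, so these values have a wide error.

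**Figure D2:**
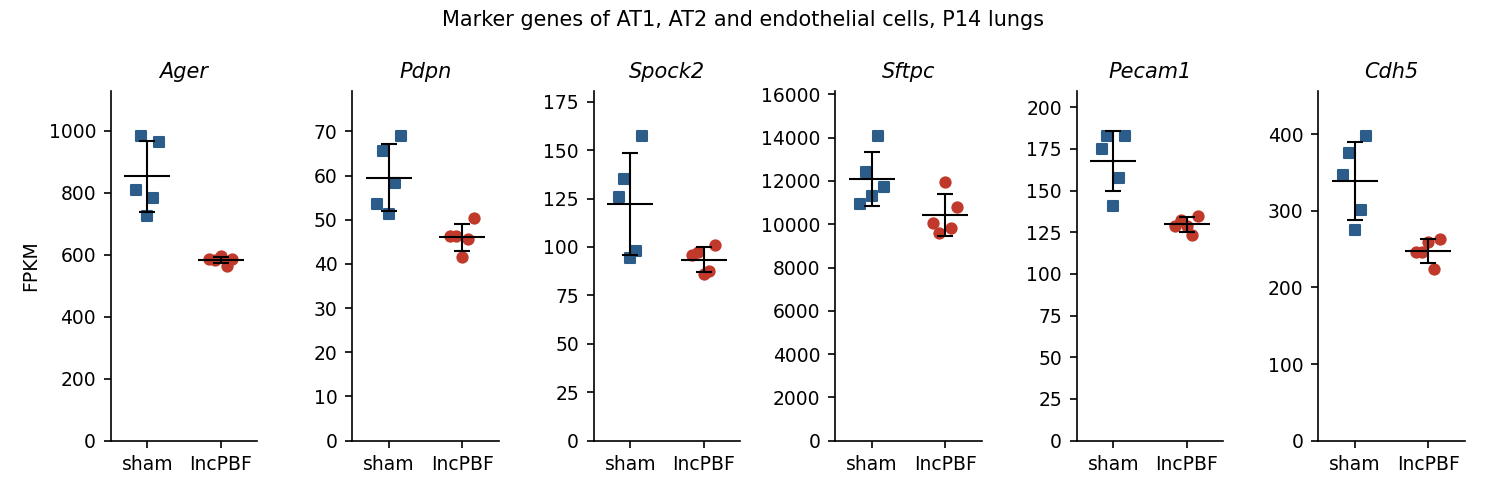
FPKM of the 6 marker genes in each of the 5 sham lungs (squares) and 5 IncPBF lungs (circles), with the mean and SD of each group. The groups do not overlap in Ager, Pdpn, Pecam1 and Cdh5, and overlap in Spock2 and Sftpc.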

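Longer lists of marker genes, written down before the data were examined, were compared as the mean difference in log2(FPKM + 0.1), with an exact permutation p adjusted over 21 gene sets. The AT1 list fell by 0.40 (adjusted exact p = 0.0152), with 13 of its 14 genes lower and 11 of these at an adjusted p under 0.05 in limma. The AT2 list fell by 0.37 (adjusted exact p = 0.0152), with 12 of 14 genes lower, or 11 after quantile normalization, and 7 of them past the same threshold. The endothelial list fell by 0.29 (adjusted exact p = 0.0152), with 15 of 18 genes lower, 12 of them past the threshold, and 1 gene higher past it. In each list every IncPBF lung had a lower mean than every sham lung. Without the genes of Fig. 4D, the AT1, AT2 and endothelial lists fell by 0.39, 0.38 and 0.28, each with the smallest exact permutation p the design allows. The shortened AT1 list still held Cav1 and Vegfa, which the paper labels in Fig. 5B among its downregulated genes, so it is not free of genes chosen from these data. From the PCA, the cluster analysis and the marker genes together, the paper concludes that the microsurgery was highly reproducible and that IncPBF altered gene expression in alveolar development.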

**Fig. 4:**
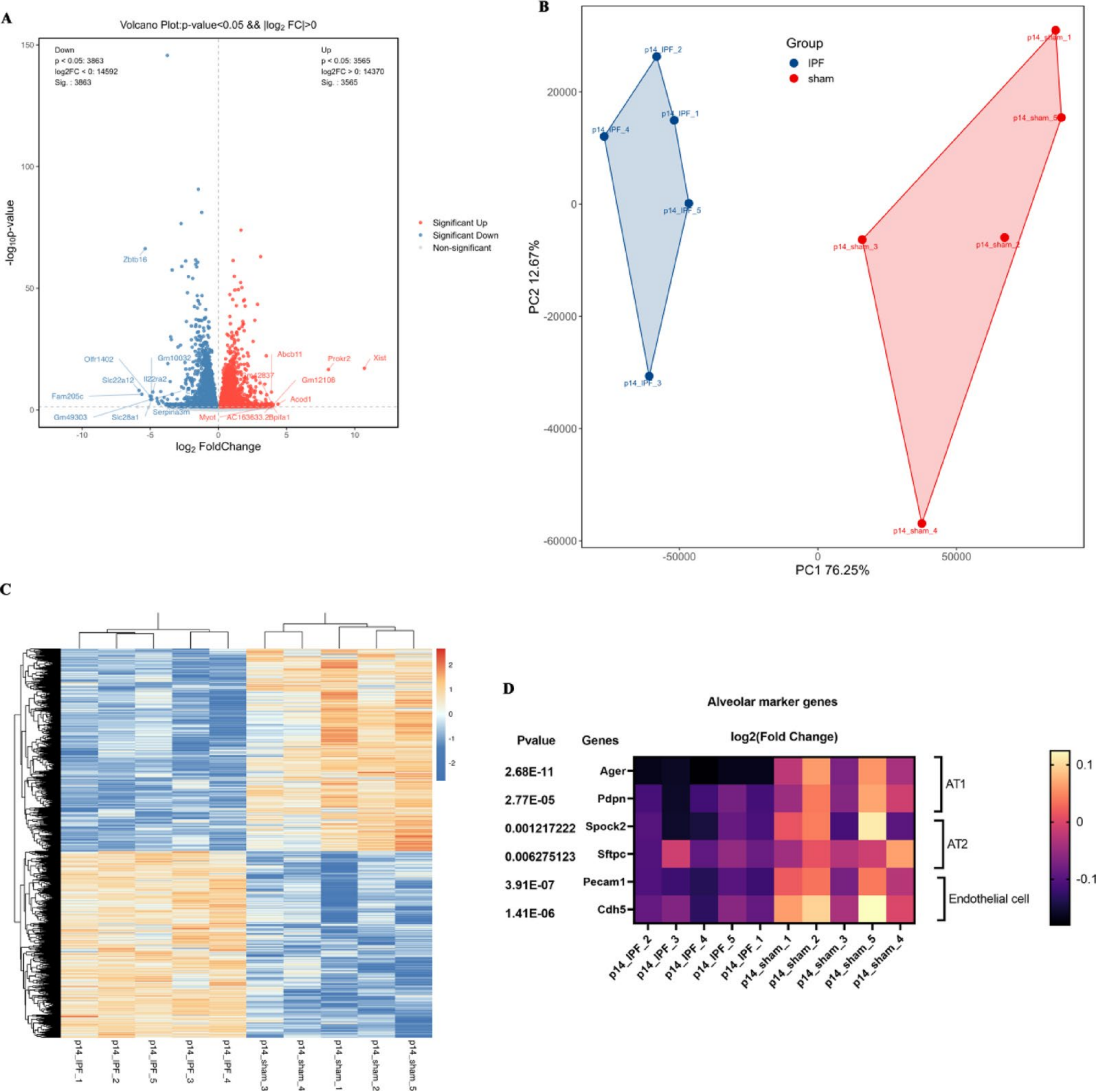
IncPBF leads to transcriptomic changes for postnatal lung development. **A** Volcano plot of differentially expressed genes (DEGs) between the IncPBF and sham lungs. **B** PCA of the DEGs between the IncPBF and sham lungs indicates that the IncPBF lungs are different from the normal lungs. **C** Heat map of cluster analysis of the DEGs between the IncPBF and sham lungs indicates that ACF microsurgery induces highly reproducible lung changes. **D** Heat map shows that the expression of the alveolar marker genes of AT1/AT2/endothelial cells is downregulated due to IncPBF

### IncPBF downregulates the key biological processes and pathways required for normal alveolar development

To understand how normal alveolar development was damaged by IncPBF, we subjected the downregulated DEGs to GO and KEGG enrichment analyses. The results showed that the top 10 enriched GO terms in biological process (BP) branch were phosphorylation, protein phosphorylation, actin cytoskeleton organization, autophagy, lipid metabolic process, endocytosis, positive regulation of cell migration, positive regulation of angiogenesis, and positive regulation of MAPK cascade (Fig. 5A); the top 10 enriched GO terms in cellular component (CC) branch were endosome, cytoplasm, membrane, plasma membrane, Golgi apparatus, cytosol, intracellular membrane-bounded organelle, lysosome, cytoplasmic vesicle, and anchoring junction (Fig. 5A); and the top 10 enriched GO terms in molecular function (MF) branch were protein binding, metal ion banding, transferase activity, GTPase activator activity, kinase activity, protein kinase activity, protein serine/threonine kinase activity, guanyl-nucleotide exchange factor activity, small GTPase binding, and identical protein binding (Fig. 5A).

**Fig. 5:**
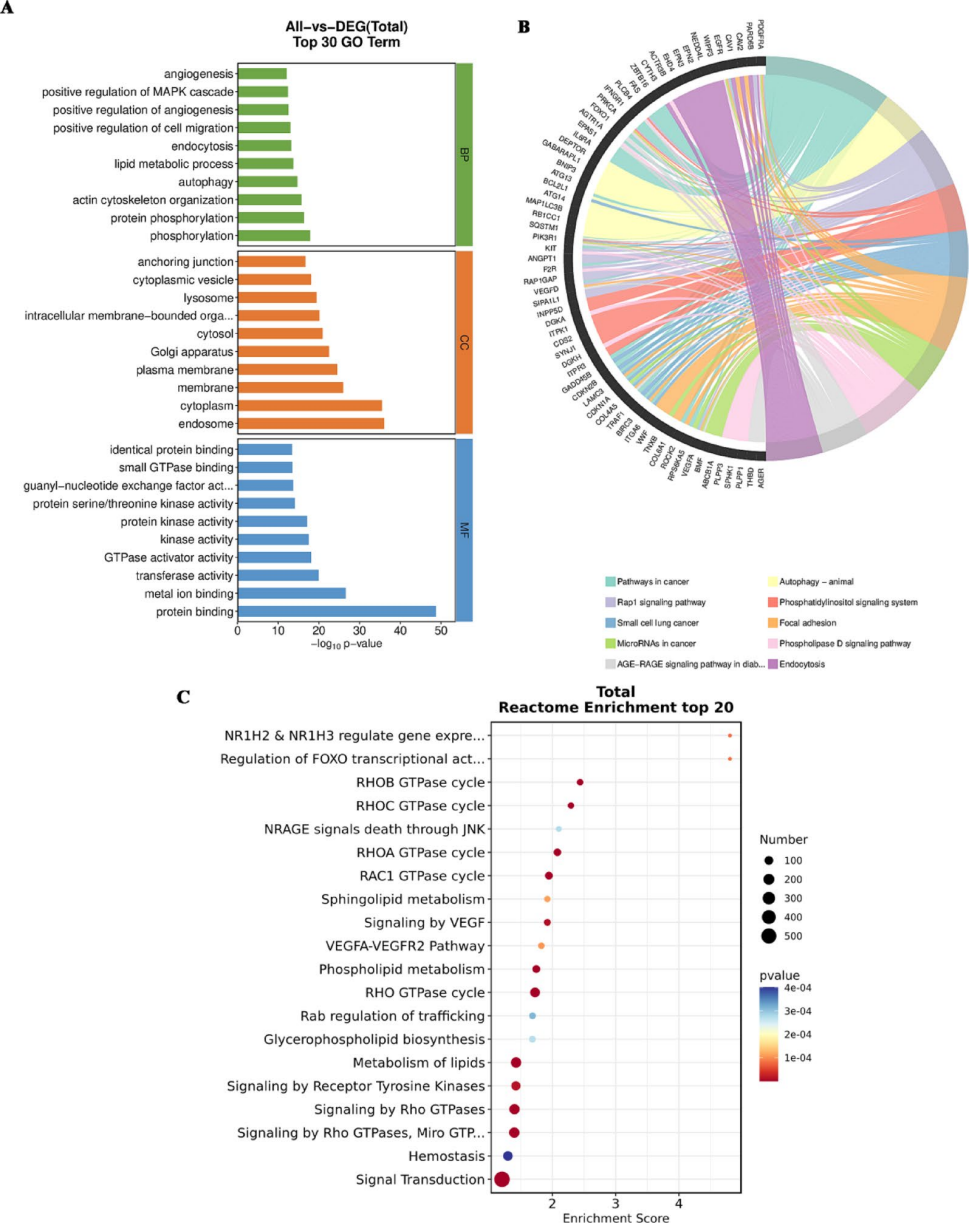
Enrichment analysis of the downregulated DEGs between the IncPBF and sham lungs reveals that the key pathways of postnatal lung development are impaired due to IncPBF. **A** Top 30 enriched GO terms. **B** Top 10 enriched KEGG pathways. **C** Top 20 enriched reactomes

Angiogenesis, metabolism, and migration are critical events of late-stage alveolar development. Lipid metabolism is integral to alveolar surfactant synthesis, and alveolar surfactant is released and recovered through vesicles [8, 24–26]. The GO enrichment results suggested that IncPBF may affect alveolar development by influencing angiogenesis, metabolism, and migration. Indeed, phosphatidylinositol signaling system, focal adhesion, and endocytosis were among the top 10 enriched pathways (Fig. 5B); and metabolism of lipids, glycerophospholipid biosynthesis, sphingolipid metabolism, phospholipid metabolism, signaling by VEGF, and VEGFA–VEGFR2 pathway were among the top 20 enriched reactomes (Fig. 5C).

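The GO, KEGG and Reactome enrichments were not recomputed, since their annotations were not used here, and the genes labelled in Fig. 5B were looked up instead. All 65 were tested, and all 65 were lower in the IncPBF group with an adjusted p under 0.05 in limma and no overlap between the groups. The list was chosen by the paper among its own DEGs, so these counts describe it and do not test it. Log2 fold changes ran from -5.28 to -0.31 with a median of -0.67, and the largest adjusted p was 0.00312. After Zbtb16, the largest falls were those of Actr3b, from 1.45 ± 0.259 to 0.303 ± 0.164 FPKM (SD, n = 5 per group), and Il6ra, from 8.90 ± 2.69 to 3.06 ± 0.426 FPKM. Their log2 fold changes were -2.0 and -1.47. The smallest adjusted p values after that of Zbtb16 were those of Fas, 2.24e-06 with a log2 fold change of -0.91, and Wipf3, 1.47e-05 with a log2 fold change of -1.33. With log2 Xist FPKM as a covariate, 38 of the KEGG pathway genes of Fig. 5B had an adjusted p under 0.05.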

### The role of transient myofibroblasts in IncPBF-induced alveolar dysplasia

IncPBF induced an increased abundance of myofibroblasts (Supplemental Fig. S5). 

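Mfap5 (ENSMUSG00000030116) lies on chromosome 6 of GRCm38 from 122505845 to 122529290 and encodes a protein of elastic microfibrils. Its values rest on 1151 to 1537 fragments in the IncPBF lungs and 933 to 1411 in the sham lungs. The points plotted in Fig. 6A, as read by eye, match the FPKM of lungs 1, 2, 4 and 5 of each group. In these 4 lungs Mfap5 was 21.6 ± 1.59 FPKM in the IncPBF group and 16.8 ± 1.70 FPKM in the sham group (SD, n = 4 per group). The log2 difference was 0.36 and the groups did not overlap (exact permutation p = 0.0286, the smallest that 4 lungs against 4 allow). On this reading the lungs left out, both numbered 3, had 17.4 FPKM in the IncPBF group and 20.9 FPKM in the sham group. The paper's text gives no reason for plotting 4 lungs. Over all 5 lungs per group Mfap5 was 20.7 ± 2.34 against 17.6 ± 2.36 FPKM, a log2 fold change of 0.24 (standard error 0.10). The groups overlapped and the difference did not pass 0.05 over all genes tested (adjusted p = 0.0987 from limma; exact permutation p = 0.0873). In limma the unadjusted p of Mfap5 over all 10 lungs was 0.0402, and so was its p adjusted over the list of Acta2, Myh11, Mfap5, Shh and Gli1. The log2 fold change was 0.18 and the adjusted p over all genes 0.634 from limma with log2 Xist FPKM as a covariate. With each lung left out in turn, its log2 fold change lay between 0.17 and 0.30 and its adjusted p over all genes between 0.0345 and 0.211, under 0.05 only without IncPBF lung 3 or without sham lung 3.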

RNA-seq analysis of P14 IncPBF lungs revealed significant upregulation of Mfap5 (p = 0.0361 vs. sham), a known myofibroblast marker (Supplemental Fig. S6 and Fig. 6A), suggesting its potential role as a candidate mediator. To investigate the function of Mfap5 + myofibroblasts in IncPBF-induced alveolar dysplasia, we performed immunofluorescence (IF) co-staining, which confirmed Mfap5 protein overexpression specifically in α-SMA + myofibroblasts in IncPBF lungs (Fig. 6B, C). We then knocked down Mfap5 in IncPBF lungs (Fig. 6D–F) and observed that Mfap5 knockdown rescued alveolarization (Fig. 6G, H) and restored the densities of AT1 cells, AT2 cells, and microvasculature (Fig. 6I–J). These findings support a pathogenic cascade: IncPBF → Mfap5 overexpression in myofibroblasts → impaired alveolarization.

**Fig. 6:**
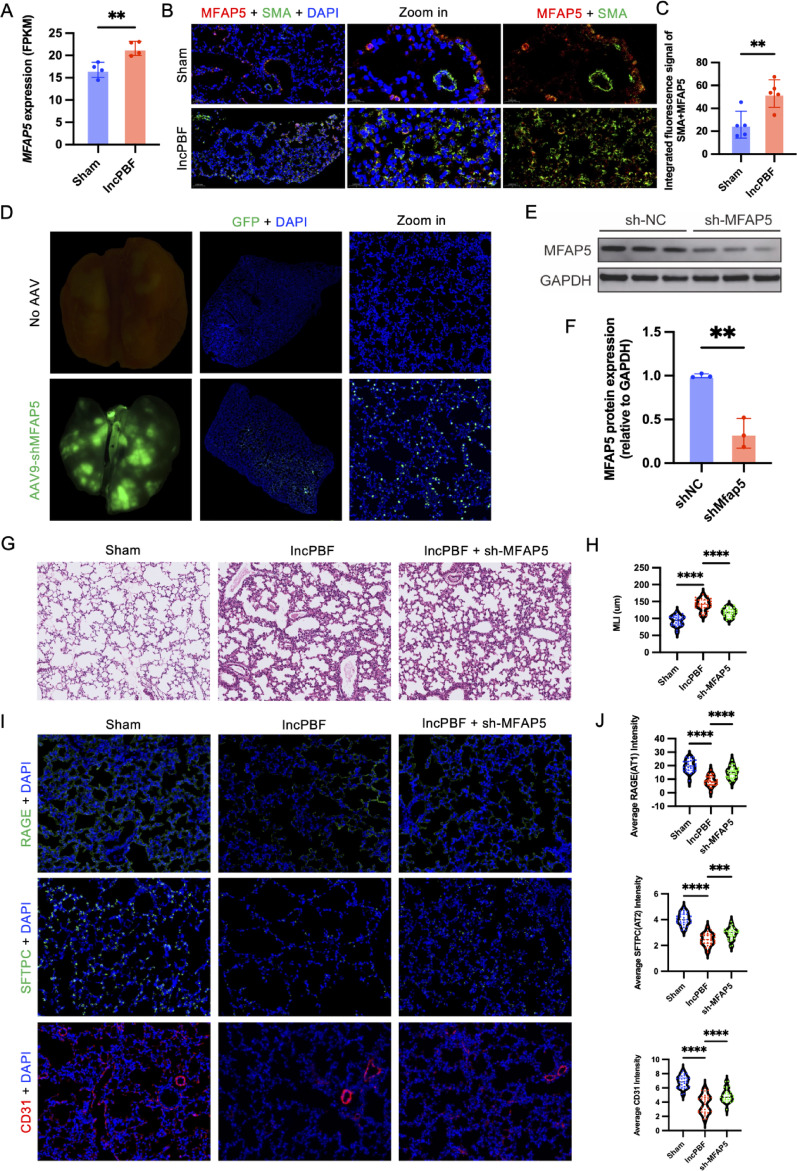
Knockout of Mfap5 ameliorates IncPBF-induced alveolar hypoplasia. **A** IncPBF upregulates Mfap5 expression. **B** Representative immunofluorescence images of Mfap5 and α-SMA double-positive myofibroblasts. Nuclei were stained with DAPI (blue), Mfap5 is shown in red, and α-SMA is shown in green. **C** Quantitative analysis of Mfap5 + /α-SMA + myofibroblasts. **D** Representative images demonstrating successful AAV9-sh-MFAP5 delivery and infection in lung tissues. **E** Representative Western blot bands showing Mfap5 knockdown efficiency. **F** Quantification of Mfap5 protein levels from Western blot analysis. **G** Representative H&E staining of alveoli. **H** Quantification of MLI. (I) Representative immunofluorescence staining for alveolar type I cells (AT1, labeled with RAGE), alveolar type II cells (AT2, labeled with Sftpc), and endothelial cells (labeled with CD31). Nuclei were counterstained with DAPI (blue). RAGE, Sftpc, and CD31 signals are shown in green. (J) Quantification of the mean fluorescence intensity of RAGE, Sftpc, and CD31

### The role of Shh/Gli1 pathway in IncPBF-induced alveolar dysplasia

AT1 cells secrete Shh, which acts on myofibroblasts and regulates alveolar formation through the transcription factor Gli1 [14]. RNA-seq data revealed that IncPBF upregulated the expression of both Shh and Gli1 (Supplemental Fig. S6). 

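Shh (ENSMUSG00000002633, chromosome 5 of GRCm38 from 28456815 to 28467256) was 13.0 ± 1.36 FPKM in the IncPBF group and 7.51 ± 1.63 FPKM in the sham group (SD, n = 5 per group). Its log2 fold change was 0.80 (standard error 0.14, adjusted p = 0.00138 from limma), and every IncPBF lung lay above every sham lung (exact permutation p = 0.00794). These values rest on 630 to 779 fragments in the IncPBF lungs and 285 to 515 in the sham lungs. Gli1 (ENSMUSG00000025407, chromosome 10 from 127329882 to 127341974) was 5.47 ± 1.49 against 2.52 ± 0.807 FPKM, a log2 fold change of 1.09 (standard error 0.22, adjusted p = 0.00330 from limma). The groups overlapped slightly for Gli1, with 3.76 to 7.12 FPKM in the IncPBF lungs and 1.82 to 3.90 FPKM in the sham lungs (exact permutation p = 0.0159). With log2 Xist FPKM as a covariate, Shh had a log2 fold change of 0.65 with an adjusted p of 0.153 and Gli1 one of 0.56 with an adjusted p of 0.377, both from limma. Ptch1 and Hhip, which are also targets of hedgehog signaling, did not move together. Ptch1 had a log2 fold change of 0.17 (adjusted p = 0.0876 from limma) and Hhip of -0.29 (adjusted p = 0.0397). These directions were the same under the 3 other scalings of the lungs, and Hhip passed 0.05 in all but the rescaling of each lung to an equal total (adjusted p = 0.0569).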

To further investigate the role of the Shh/Gli1 pathway in IncPBF-induced alveolar dysplasia, we treated neonatal IncPBF mice with cyclopamine (Cy) (Fig. 7A, 7), a well-characterized inhibitor of Shh signaling [23]. Cyclopamine treatment downregulated Gli1 mRNA expression (Fig. 7B) and significantly attenuated the increase in MLI in IncPBF mice (Fig. 7C, D), accompanied by partial recovery of CD31, Sftpc, and RAGE expression (Fig. 7E, F). These findings indicate that Shh/Gli1 signaling plays a functional role in IncPBF-induced alveolar dysplasia.

**Fig. 7:**
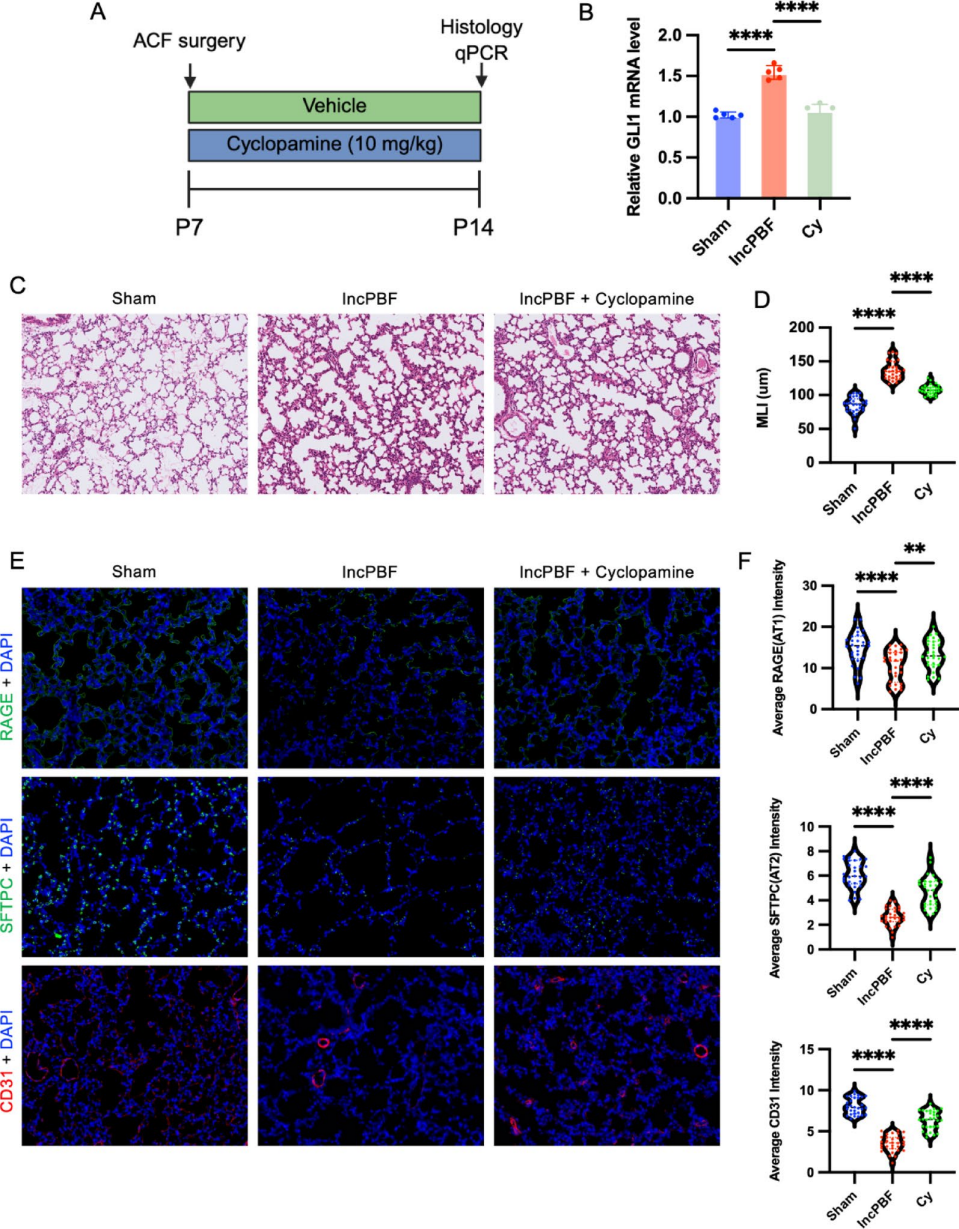
Inhibition of Gli1 ameliorates IncPBF-induced alveolar hypoplasia. **A** Experimental flowchart. **B** Cyclopamine (Cy) inhibits the expression of Gli1. **C** Representative H&E staining of alveoli. **D** Quantification of MLI. (E) Representative immunofluorescence staining for alveolar type I cells (AT1, labeled with RAGE), alveolar type II cells (AT2, labeled with Sftpc), and endothelial cells (labeled with CD31). Nuclei were counterstained with DAPI (blue). RAGE, Sftpc, and CD31 signals are shown in green. **F** Quantification of the mean fluorescence intensity of RAGE, Sftpc, and CD31

## Discussion

### Recontextualizing IncPBF-induced lung dysplasia

The association between IncPBF and pulmonary vascular remodeling in pediatric CHDs is well-documented [1–5]. While previous adult models have established the role of IncPBF in vascular pathology [1–5], our neonatal mouse model reveals a previously unrecognized developmental dimension: alveolar dysplasia at P14 (Fig. 2) and myofibroblast-driven maldevelopment (Supplemental Fig. S6 and Fig. 6). This finding extends beyond the vascular-centric paradigm proposed by Boucherat et al. [27] and provides the first mechanistic link between hemodynamic stress and alveolar impairment. Importantly, we demonstrate that IncPBF specifically disrupts mesenchymal niches—as evidenced by the functional involvement of Shh/Gli1 signaling (Supplemental Fig. S6 and Fig. 7) and Mfap5 + myofibroblasts (Fig. 6).

### Bridging the translational "valley of death"

No pharmacological cures are currently available for any form of PAH [1–5, 27], with the fact that many preclinically promising drugs have low success during clinical testing—a translational gap referred as the “Valley of Death” (VOD) [1–5, 27]. The alarming near 100% failure rate of PAH drugs in clinical trials [27] stems from critical limitations in conventional disease modeling. Widely used preclinical models (e.g., monocrotaline or sugen /hypoxia induction) exclusively replicate isolated vascular remodeling – a paradigm misaligned with the IncPBF characteristics observed in pediatric CHD patients. In stark contrast, our neonatal IncPBF model achieves three critical advances: First, it uniquely recapitulates the physiological coupling between hemodynamic stress and alveolar development. Where traditional models induce artificial vascular injury in mature lungs, our system mirrors the developmental timeline of CHD neonates by triggering increased pulmonary flow during the alveolarization window (P7–P14). This captures the concurrent emergence of pulmonary arteriopathy (Supplemental Fig. S7) and alveolar simplification (Fig. 3). Second, we identify Mfap5 + myofibroblasts as the unifying node linking vascular and alveolar pathologies. These transient progenitors [14] expand under IncPBF stress (Supplemental Fig. S6), driving a pathogenic cascade through Mfap5 overexpression (Supplemental Fig. S6 and Fig. 6) and dysregulated Shh-Gli1 signaling (Supplemental Fig. S6 and Fig. 7). This positions myofibroblasts as the "upstream driver" (analogous to hepatitis B virus in hepatic inflammation [28]) that initiates vascular remodeling. Third, the model offers a mechanism-informed solution to the translational gap. By targeting the myofibroblast hub (e.g., via Mfap5 knockdown in Fig. 6), we achieved alveolar rescue without hemodynamic interference and concurrent attenuation of vascular remodeling. This demonstrates that decoupling structural pathologies from flow abnormalities is clinically feasible—providing a strategic blueprint to overcome the "Valley of Death" in PAH drug development..

### Clinical implementation framework

This research reveals that IncPBF independently disrupts alveolar formation (reduced alveoli count, downregulated AT1/AT2/endothelial markers) and key developmental pathways (angiogenesis, cell migration, lipid metabolism) before PAH develops. Clinically, this suggests children with high-flow CHDs may suffer from intrinsic pulmonary hypoplasia/dysplasia contributing to respiratory morbidity (e.g., increased susceptibility to infections, prolonged ventilator dependence, bronchopulmonary dysplasia-like phenotypes) alongside PAH. This model enables researchers to identify specific molecular targets (e.g., dysregulated Shh/Gli1 signaling, impaired lipid metabolism for surfactant production) and critical developmental windows (like ALV2-ALV4 in mice, corresponding to early childhood in humans) for potential early interventions aimed at protecting lung development in high-risk infants, potentially improving long-term respiratory outcomes beyond just managing PAH.

This study suggests that transient myofibroblasts, crucial for alveologenesis, might be central to the initiation of IncPBF-induced vascular pathology in children, potentially differing fundamentally from adult PAH mechanisms. By modeling the root hemodynamic cause (IncPBF) in the relevant developmental stage, this platform allows (1) investigation of whether aberrant myofibroblast behavior links alveolar dysplasia and early vascular changes, revealing novel therapeutic targets specific to pediatric IncPBF-PAH, (2) testing of drugs designed not only to reverse vascular remodeling but also to protect or promote alveolar development (e.g., modulating myofibroblast differentiation/function, enhancing specific metabolic pathways like glycerophospholipid biosynthesis), and (3) providing a more physiologically relevant system for preclinical screening of therapies specifically for children with CHD-associated PAH, ultimately aiming to develop effective, disease-modifying treatments that address the unique pathophysiology of pediatric IncPBF.

To better highlight the translational significance of our neonatal IncPBF model, we added a new table (Supplemental Table S2) summarizing how this model overcomes limitations of conventional PAH models and offers unique advantages for studying pediatric pulmonary vascular and alveolar diseases.

### Limitations and directions

However, a lot of work needs to be done to determine whether the transient myofibroblasts are the root cause of pulmonary small blood vessels remodeling. If they are, a question arises as to what their characteristics are and whether they can be the treatment targets for IncPBF-induced PAH. Another question arises as to whether myofibroblasts could be the root cause of other types of PAH. Nevertheless, with the introduction of the neonatal mouse model of IncPBF, several scientific and clinical questions may be answered in the future, e.g., how does IncPBF lead to alveolar dysplasia? what are the underlying mechanisms? and what are the differences between IncPBF-induced pediatric and adult PAHs? The current study introduces a novel platform for exploring IncPBF-associated pediatric diseases.

## Supplementary Information

Below is the link to the electronic supplementary material.

Video 1 A left to right shunt between the aorta and inferior vena cava

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

## Data Availability

The data generated in this study are available from the corresponding author upon reasonable request. The bulk RNA-sequencing data have been deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo) under Accession No. GSE280388.

# Supplementary material for: Increased pulmonary blood flow leads to alveolar dysplasia during the early postnatal developmental stage
**Source:** Cell Biosci. 2025 Nov 24;15:161. doi: 10.1186/s13578-025-01502-x
**Supplement:** Supplementary file 2 — Supplementary Material 2

Supplemental Table S1 Primers AND Antibodies

Primers

| Gene |  | Sequence (5'->3') |
| --- | --- | --- |
| Gli1 | Forward | CCAAGCCAACTTTATGTCAGGG |
|  | Reverse | AGCCCGCTTCTTTGTTAATTTGA |

Antibodies

| Name | Company | Catalog No |
| --- | --- | --- |
| CD31 Rabbit Polyclonal Antibody | Beyotime Biotechnology | AF0099 |
| RAGE Rabbit monoclonal Antibody | Abcam, Shanghai | Ab216329 |
| SFTPC Rabbit monoclonal Antibody | Abcam, Shanghai | Ab211326 |
| SMA Mouse monoclonal Antibody | Abcam, Shanghai | Ab7817 |
| MFAP5 Rabbit monoclonal Antibody | Merck, Shanghai | HPA010553 |

# Supplementary material for: Increased pulmonary blood flow leads to alveolar dysplasia during the early postnatal developmental stage
**Source:** Cell Biosci. 2025 Nov 24;15:161. doi: 10.1186/s13578-025-01502-x
**Supplement:** Supplementary file 3 — Supplementary Material 3

Supplemental Table S2 Translational potential of neonatal IncPBF model

| Disease / Condition | Relevance to IncPBF Model | Limitations of Existing Models | How the IncPBF Model Addresses the Gap |
| --- | --- | --- | --- |
| Pediatric PAH | Mimics left-to-right shunt physiology (e.g., VSD, PDA) in neonates | MCT/hypoxia models do not recapitulate hemodynamics or neonatal timing | Neonatal ACF induces IPF with preserved early alveolarization stage (P7–P14) |
| Bronchopulmonary dysplasia (BPD) | Alveolar simplification + vascular defects similar to BPD pathology | Hyperoxia models lack cardiovascular triggers | IPF-driven dysplasia resembles multifactorial BPD insult |
| Alveolar capillary dysplasia (ACD) | Features disrupted alveolar–vascular development | Genetic models are limited and non-hemodynamic | Provides an acquired microvascular injury model under flow stress |

# Supplementary material for: Increased pulmonary blood flow leads to alveolar dysplasia during the early postnatal developmental stage
**Source:** Cell Biosci. 2025 Nov 24;15:161. doi: 10.1186/s13578-025-01502-x

**Supplemental Figures**

**Supplemental Fig. S1 ACF surgery process.** (A) Schematic diagram of puncture site. (B)ACF surgery process: (1-2) Pull small intestine to expose abdominal aorta (AA) and inferior vena cava (IVC). (3) Puncture from the AA into the proximal segment of the IVC at an angle of 30° to 60°. (4) Close the abdomen layer by layer.

**Supplemental Fig. S2 Abdominal ultrasound of the aorta and inferior vena cava.** (A) No pulsatile blood flow in the inferior vena cava (IVC). (B) Pulsatile blood flow in the abdominal aorta (AA).

**Supplemental Fig. S3 IncPBF leads to persistent alveolar dysplasia at P30 and P60.** (A) Representative H&E staining of alveoli in the sham and IncPBF groups. (B) Quantification of MLI.

**Supplemental Fig. S4 Hemodynamic measurements in IncPBF mice.** (A) Doppler flow patterns over time in IncPBF. PA regurgitation was observed at 3M. (B) Two-dimensional measurements of PA parameters. (C) PA regurgitation on color Doppler echocardiography. (D-F) Changes in PA-VTI, PA diameter, and RVSV over time. (G) Histogram of RVSP showed increased RVSP at 2M and 3M after ACF surgery (n=6 per group; Student's t-test; * indicates statistical significance). Abbreviations: P14 = postnatal day 14; P21 = postnatal day 21; PA = pulmonary artery; PVR = pulmonary valve regurgitation; RVSP = right ventricular systolic pressure; M = months; W = weeks. (adopted from Sun S, et al. J Vis Exp. 2023 Jun 9;(196) with the permission of publisher.)

**Supplemental Fig. S5 IncPBF leads to an increase in pulmonary mesenchymal cells**. DAPI (blue); Vimentin (green).

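Acta2 (ENSMUSG00000035783), which encodes α-SMA, lies on chromosome 19 of GRCm38 from 34241090 to 34255336. It was 313 ± 76.6 FPKM in the IncPBF group and 108 ± 36 FPKM in the sham group (SD, n = 5 per group). The log2 fold change was 1.57 (standard error 0.24, adjusted p = 0.000783 from limma), and it stayed between 1.38 and 1.72 with each lung left out in turn. Myh11 (ENSMUSG00000018830, chromosome 16 from 14194535 to 14291372), the myosin heavy chain of smooth muscle, was 33.3 ± 6.56 against 20.1 ± 4.26 FPKM. Its log2 fold change was 0.73 (standard error 0.17, adjusted p = 0.00665 from limma). In both genes every IncPBF lung lay above every sham lung (exact permutation p = 0.00794). With log2 Xist FPKM as a covariate, the log2 fold changes were 1.01 for Acta2 and 0.39 for Myh11, with adjusted p values of 0.161 and 0.448 from limma.

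**Figure D3:**
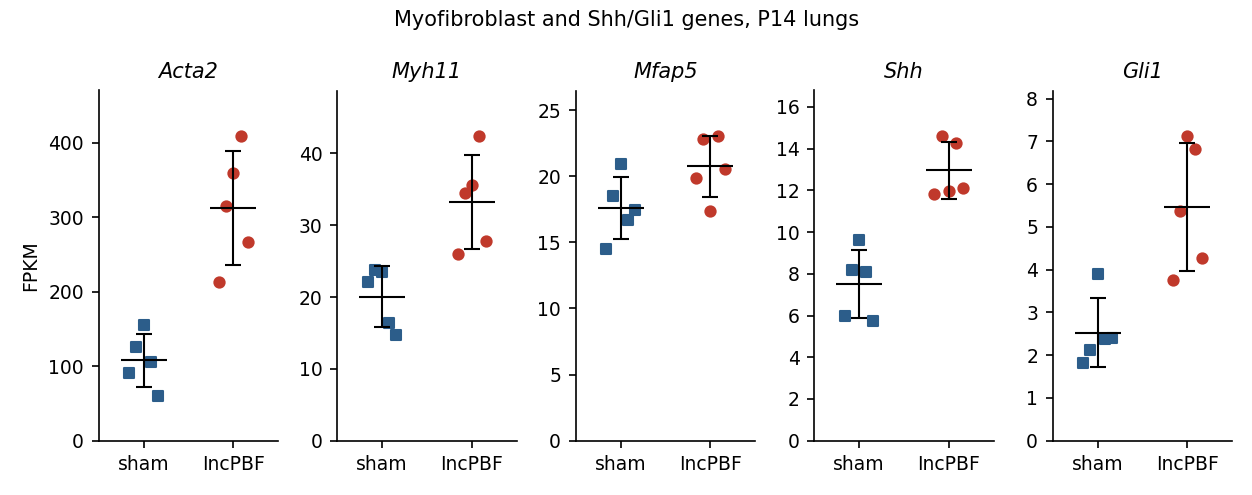
FPKM of Acta2, Myh11, Mfap5, Shh and Gli1 in each of the 5 sham lungs (squares) and 5 IncPBF lungs (circles), with the mean and SD of each group. The groups do not overlap in Acta2, Myh11 and Shh, and overlap in Mfap5 and Gli1.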

**Supplemental Fig. S6 Heat map of the marker genes of smooth muscle cells/mesenchymal cells and key transcription factors**.

**Supplemental Fig. S7 IncPBF leads to the remodeling of pulmonary small blood vessels.** DAPI (blue); SMA (red).

Supplemental Fig.1

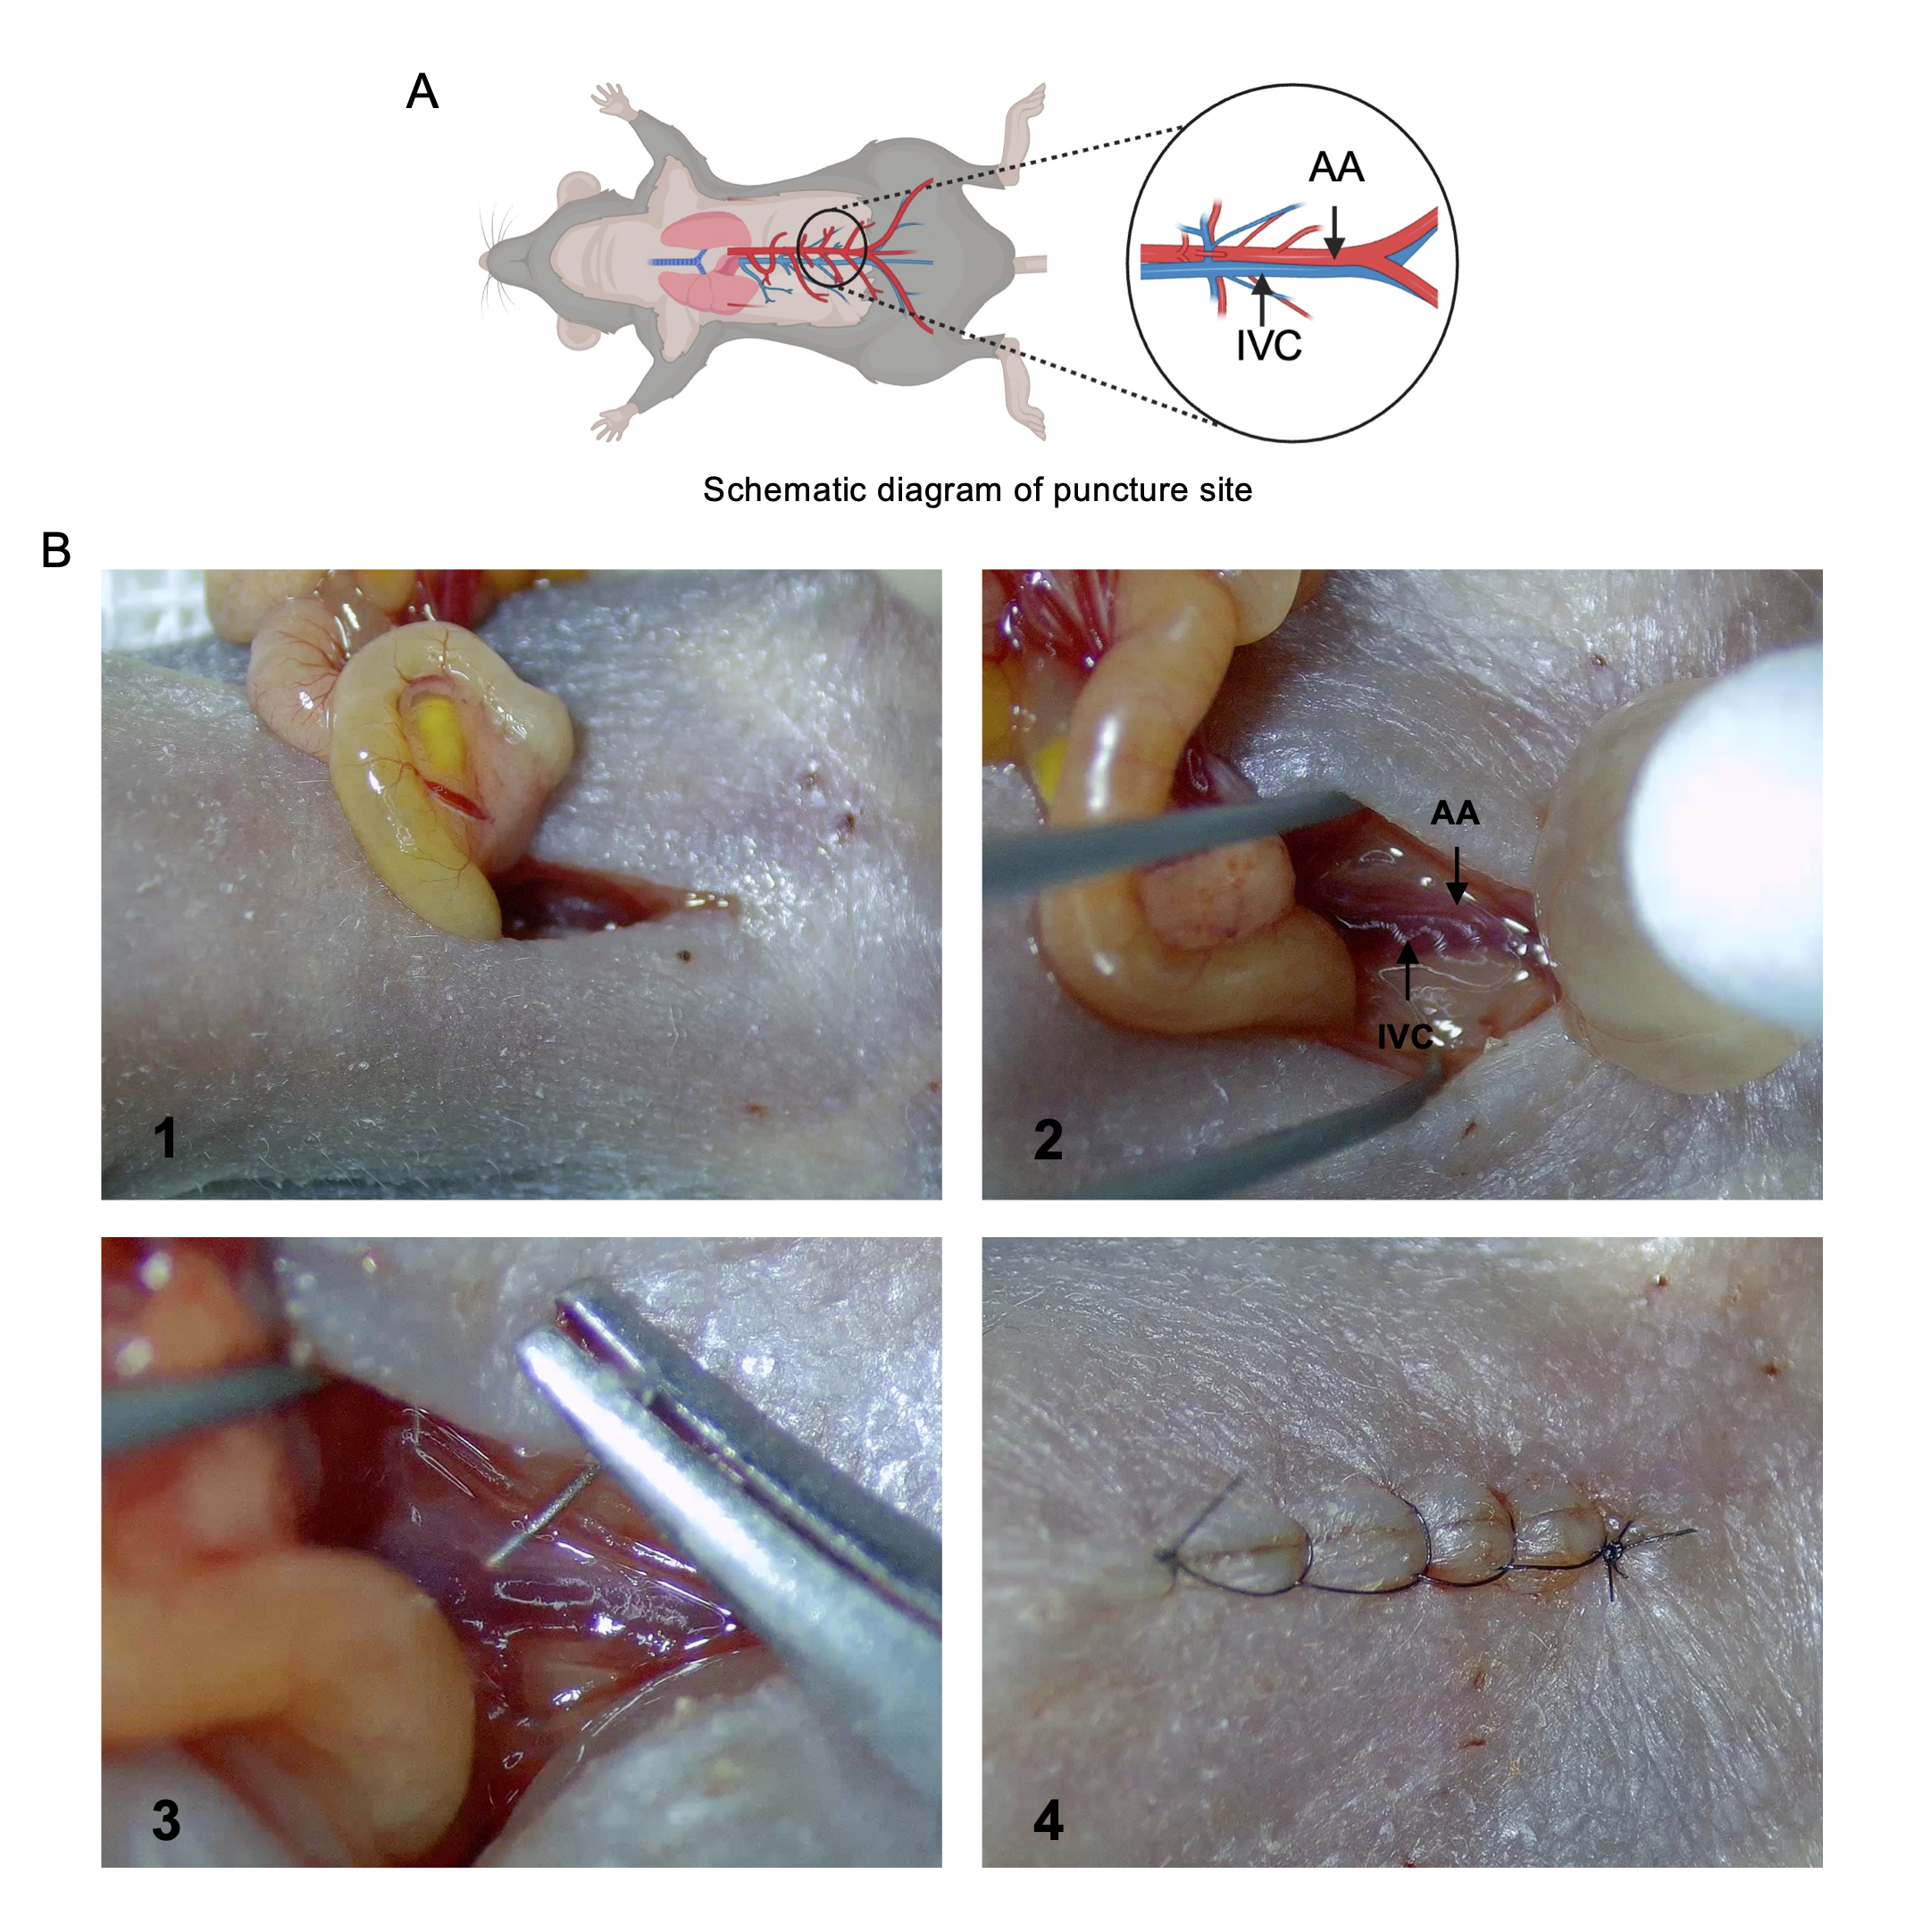

Supplemental Fig.S2

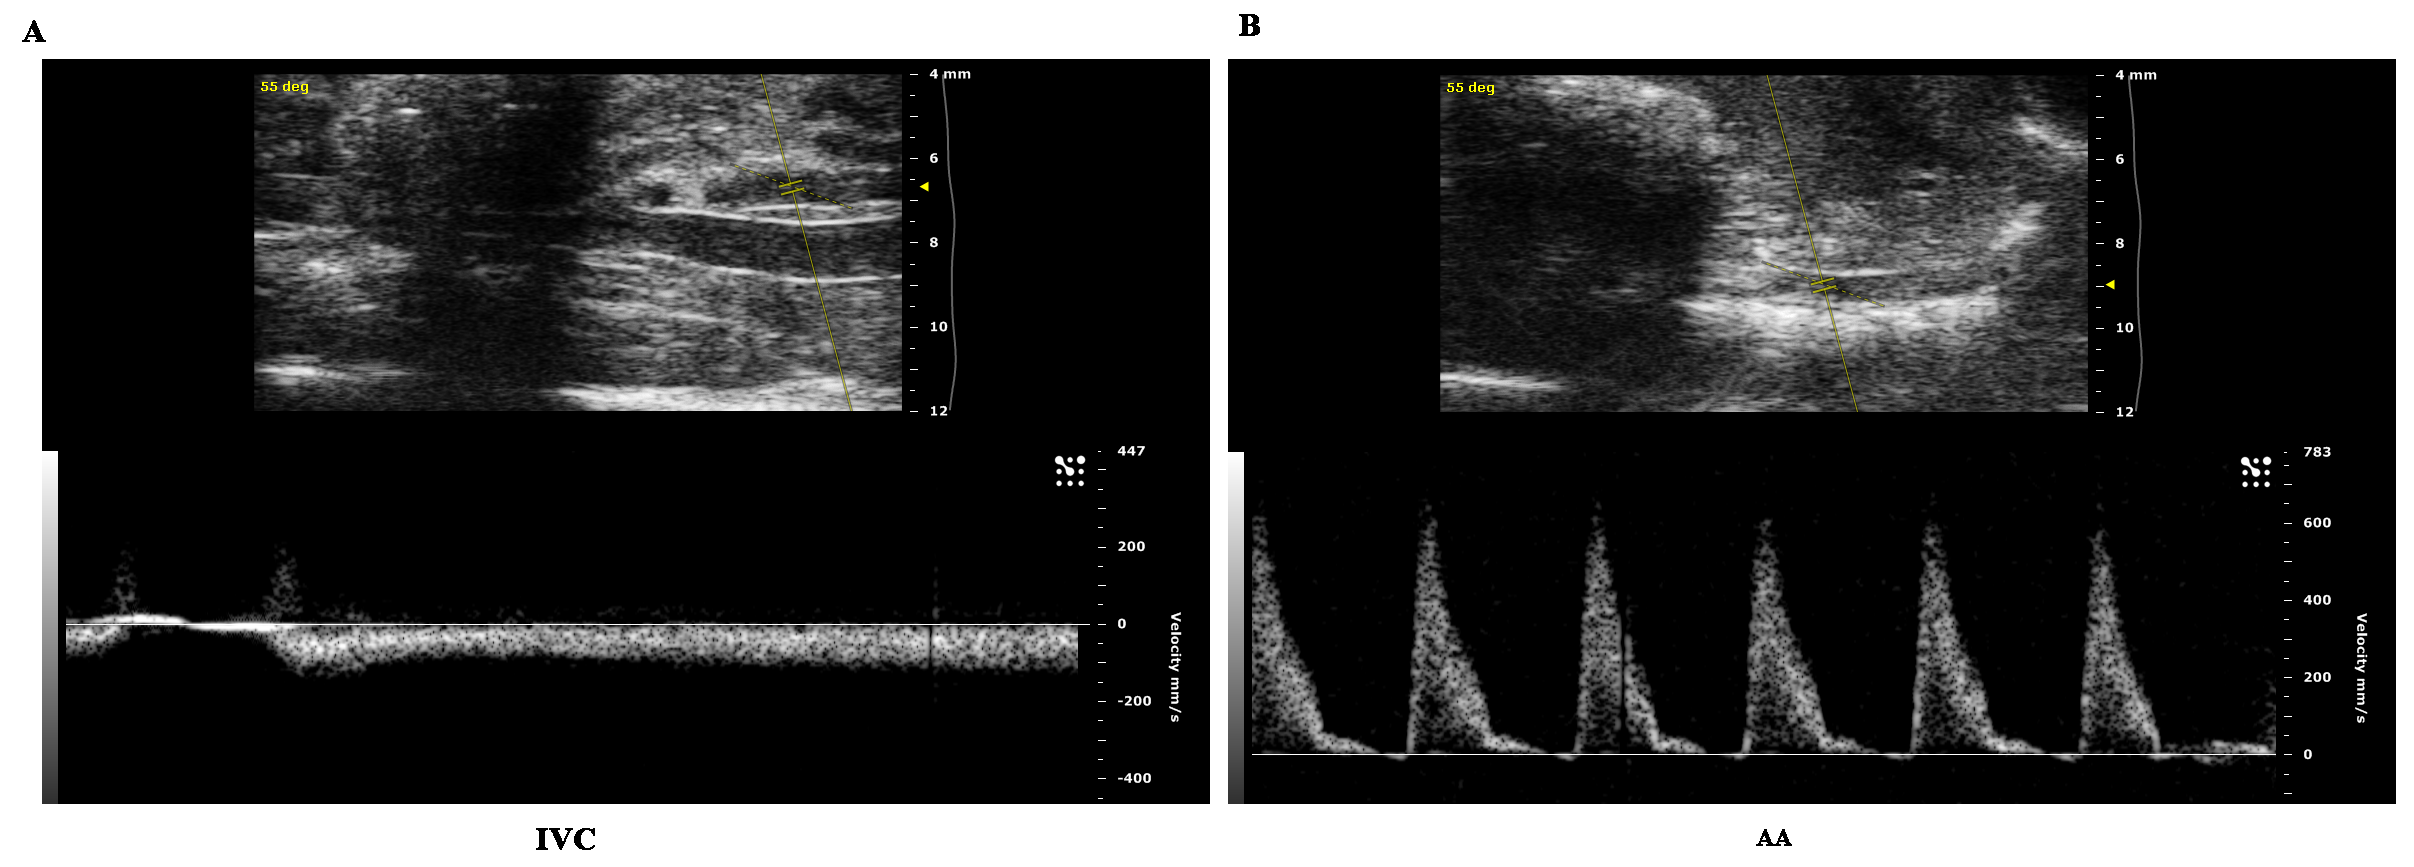

Supplemental Fig.S3

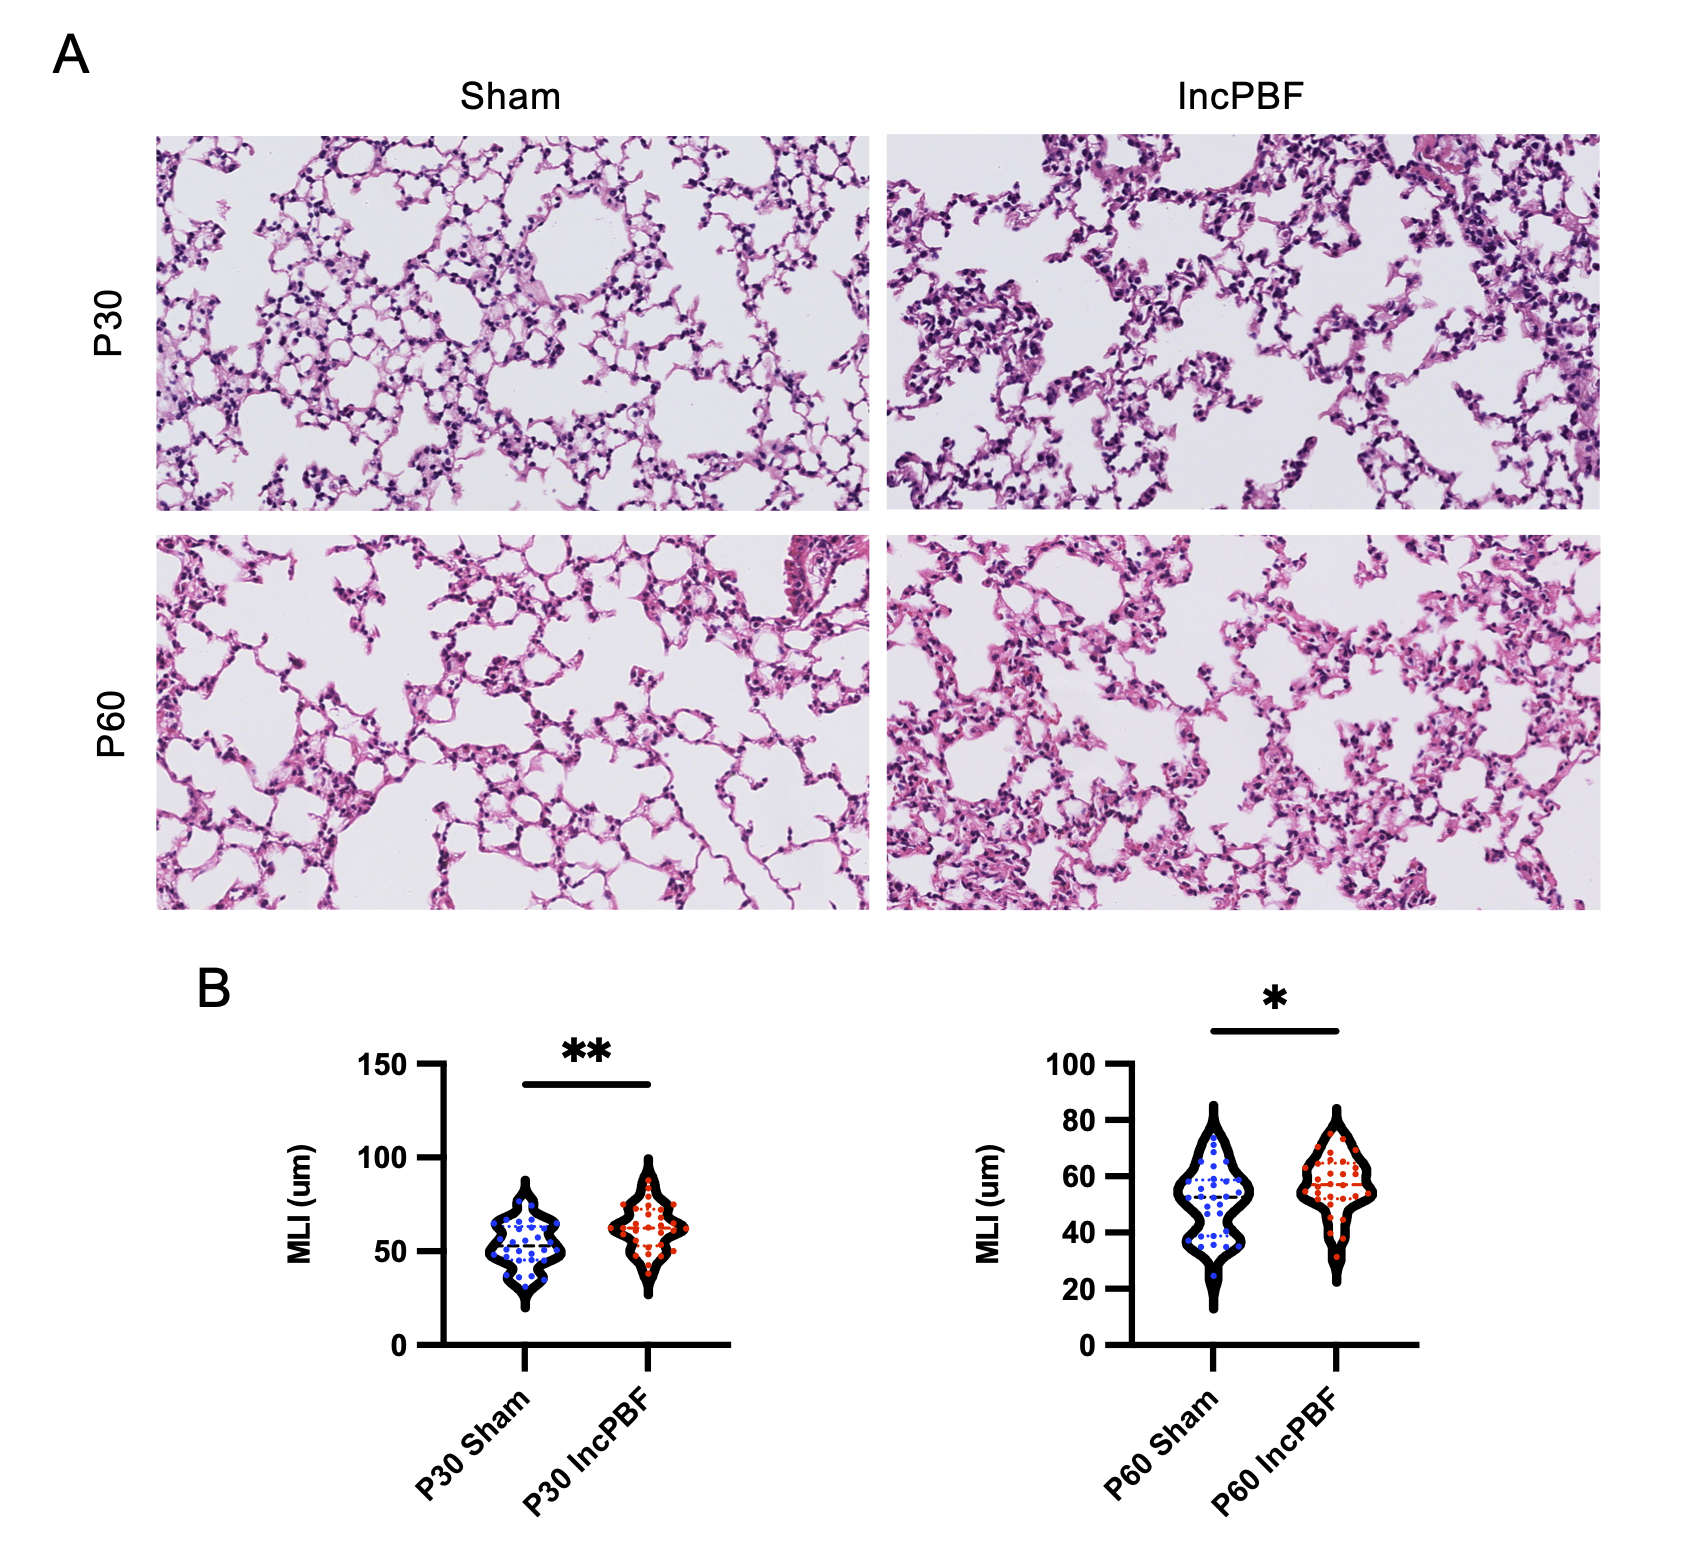

Supplemental Fig.S4

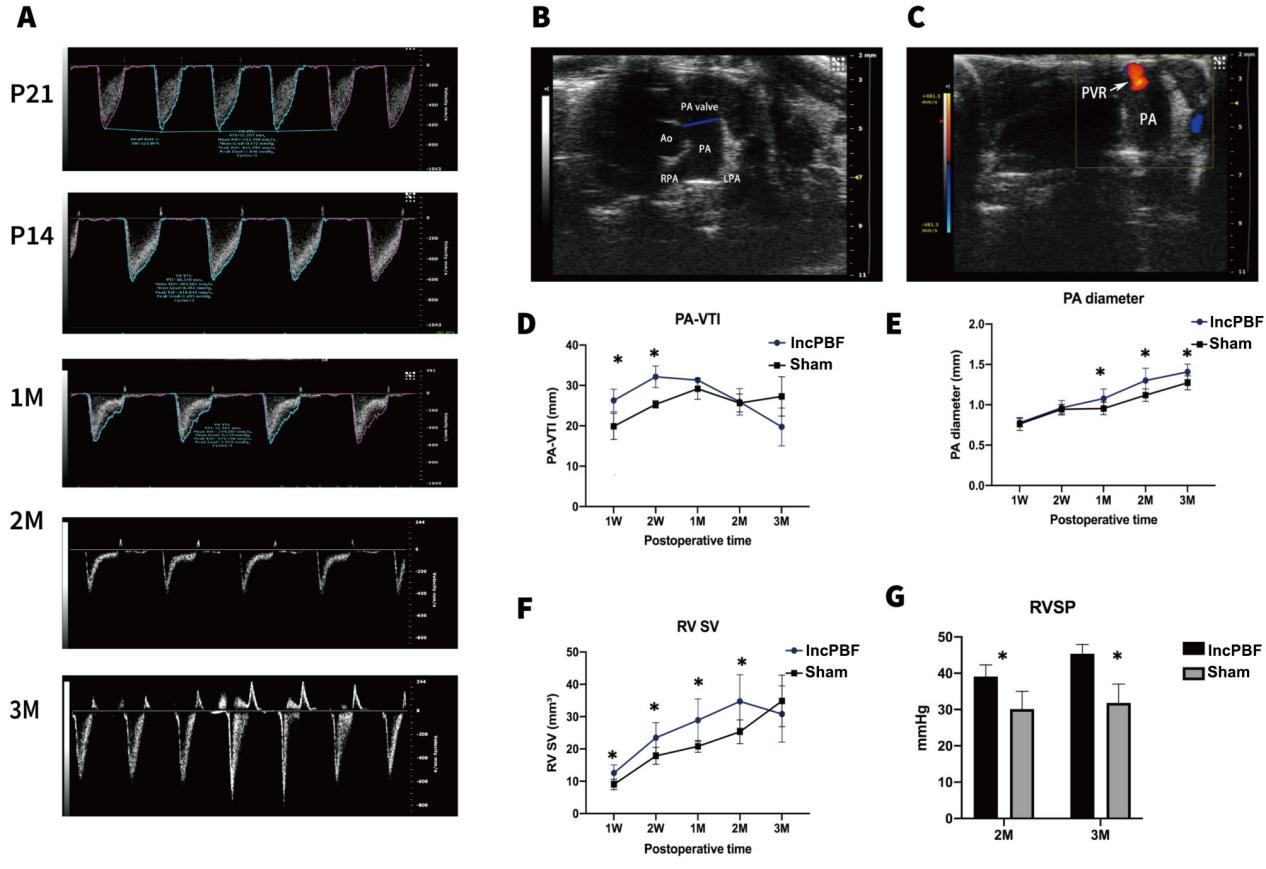

Supplemental Fig. S5

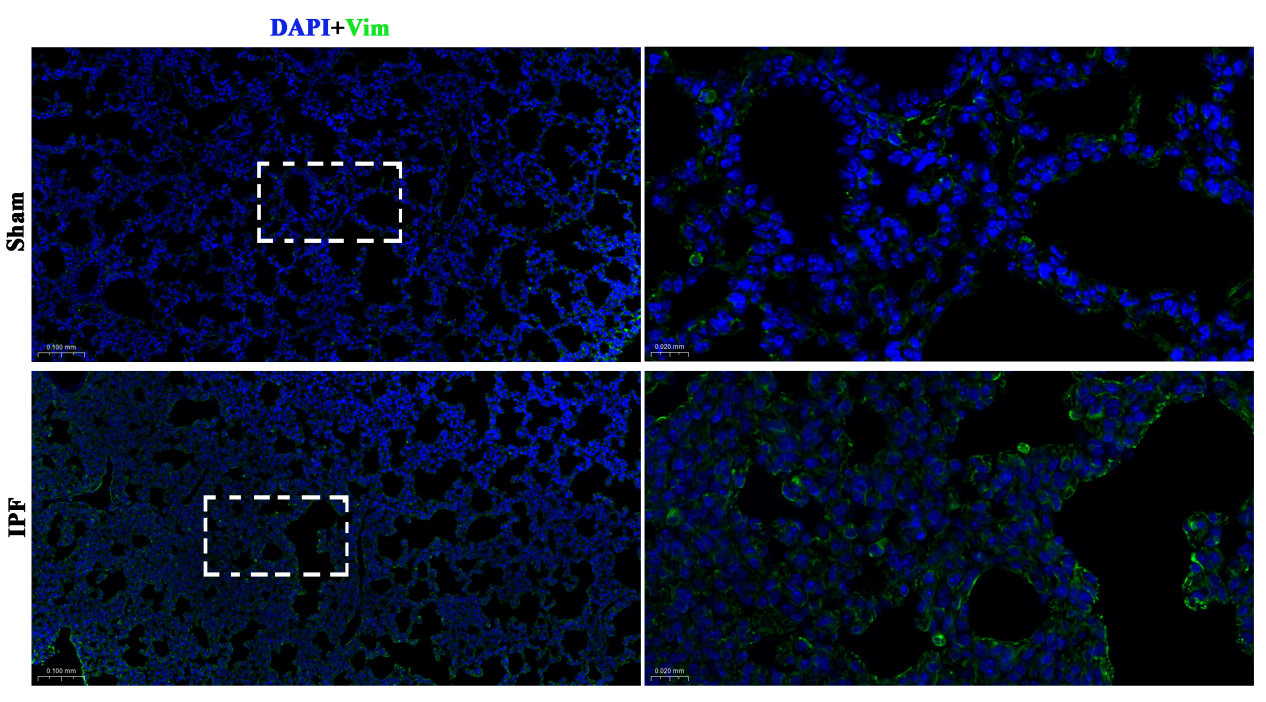

Supplemental Fig.S6

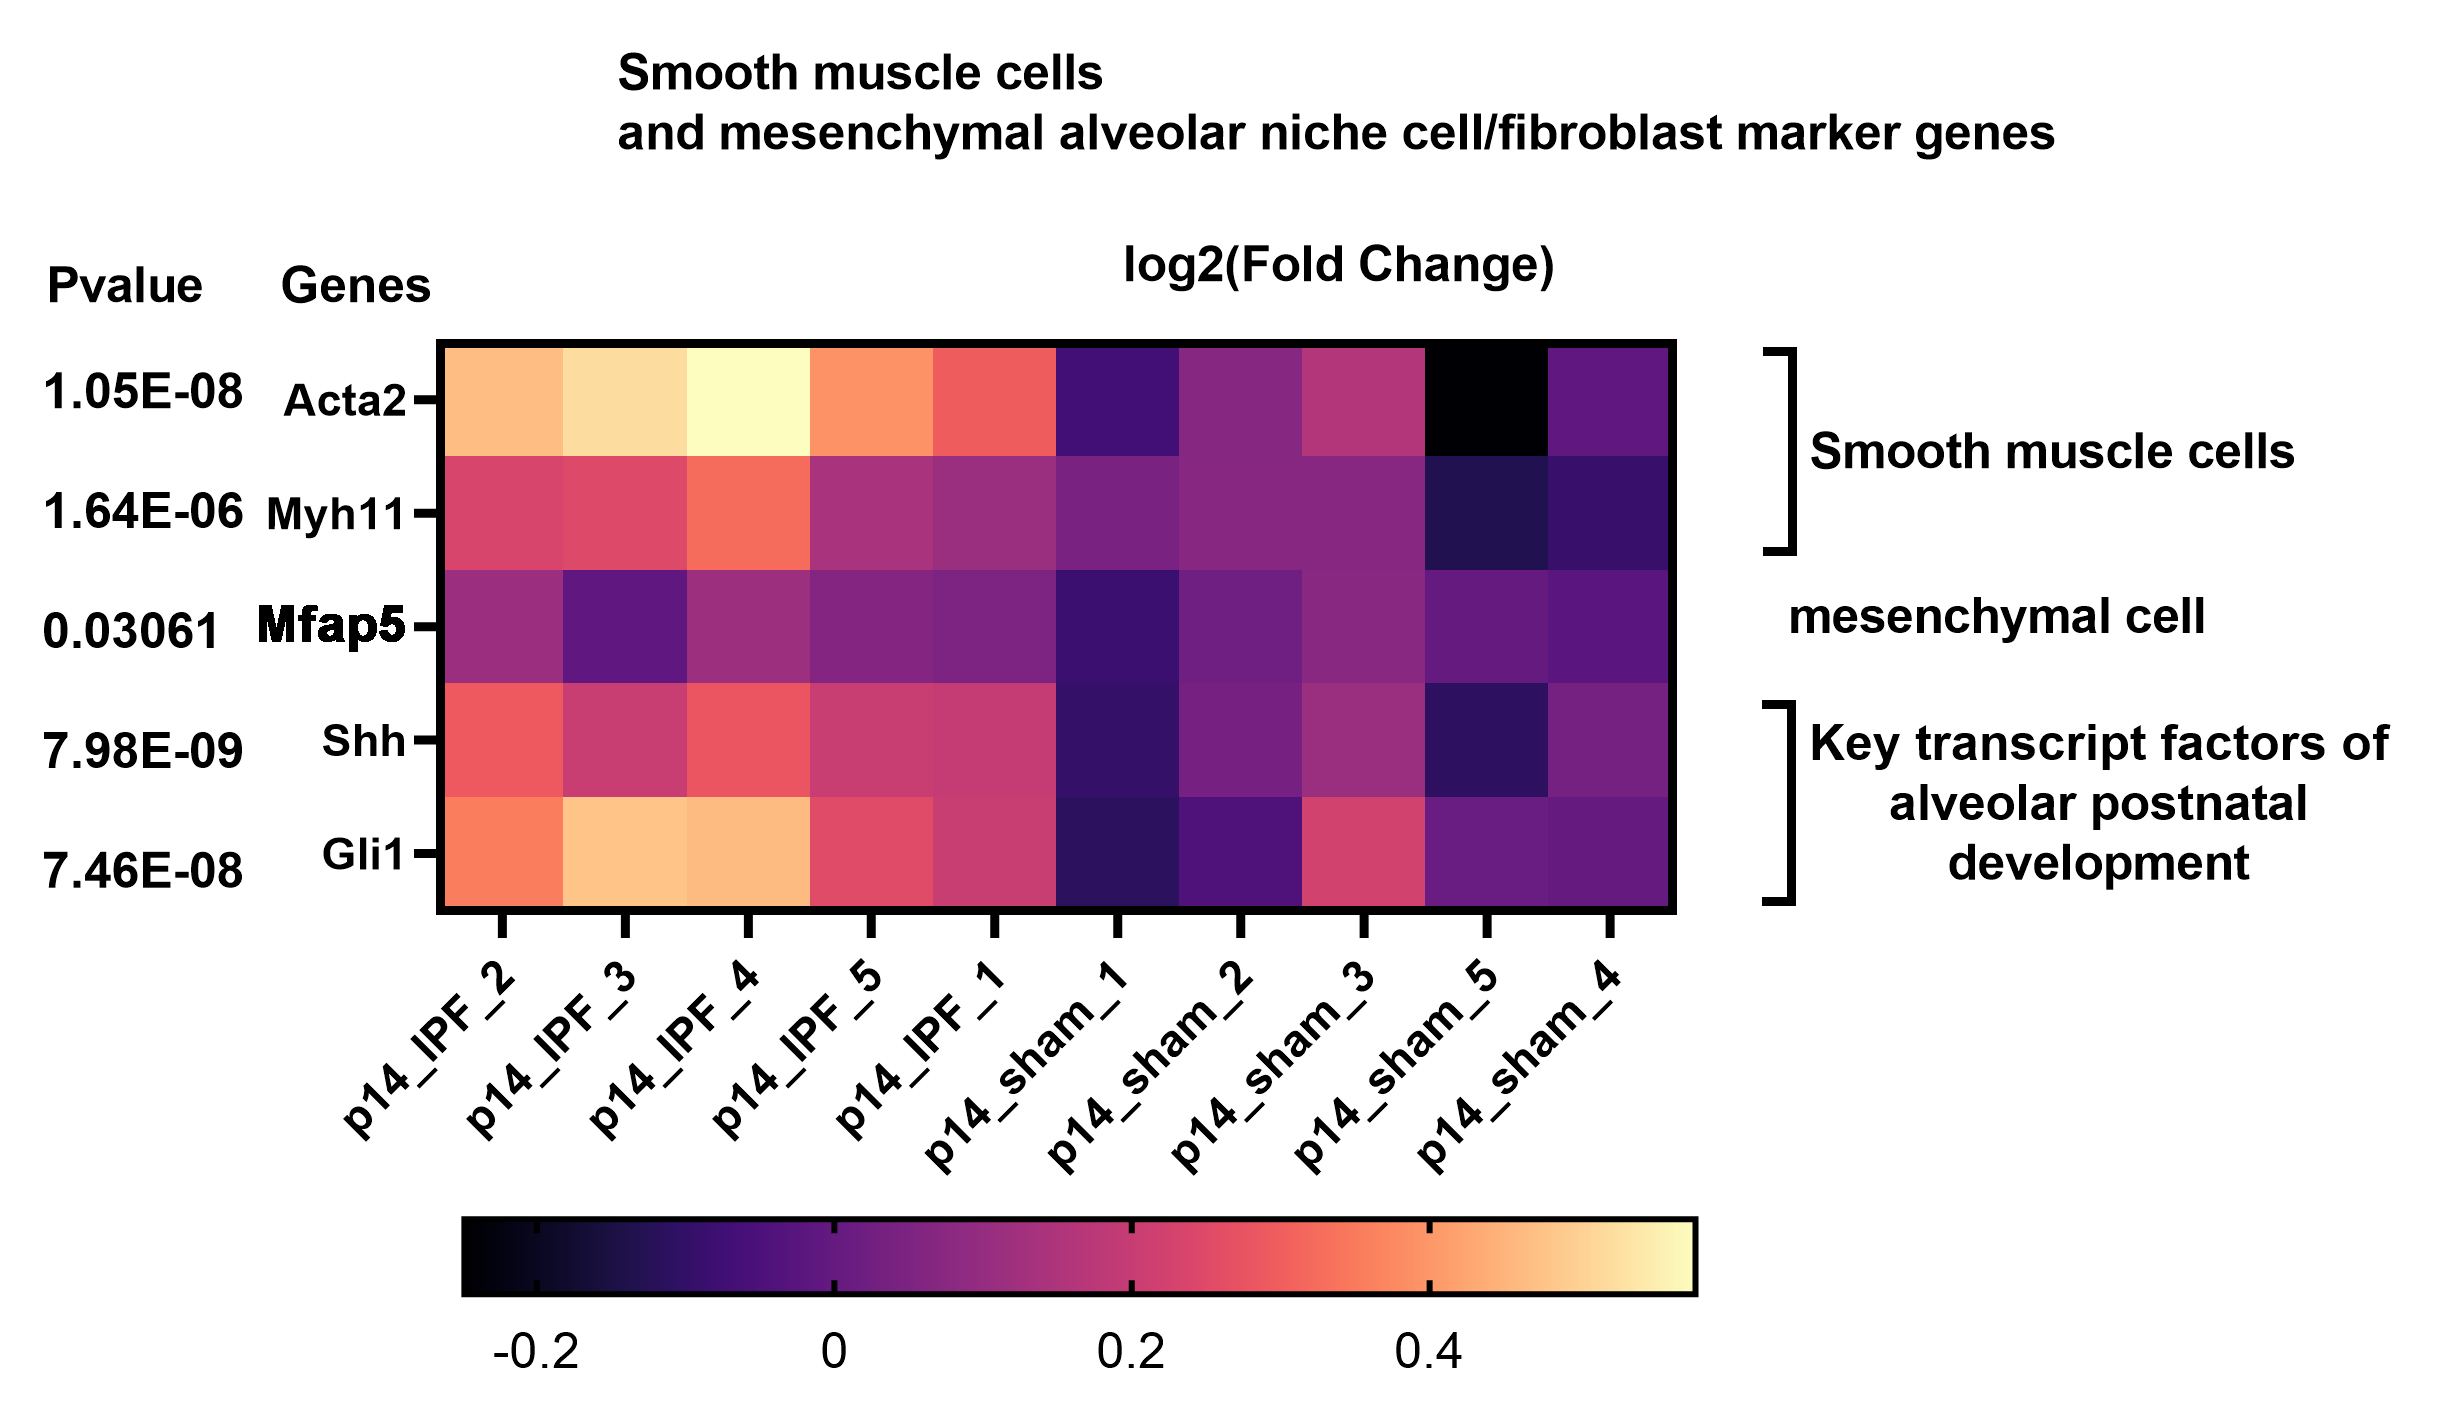

Supplemental Fig.S7

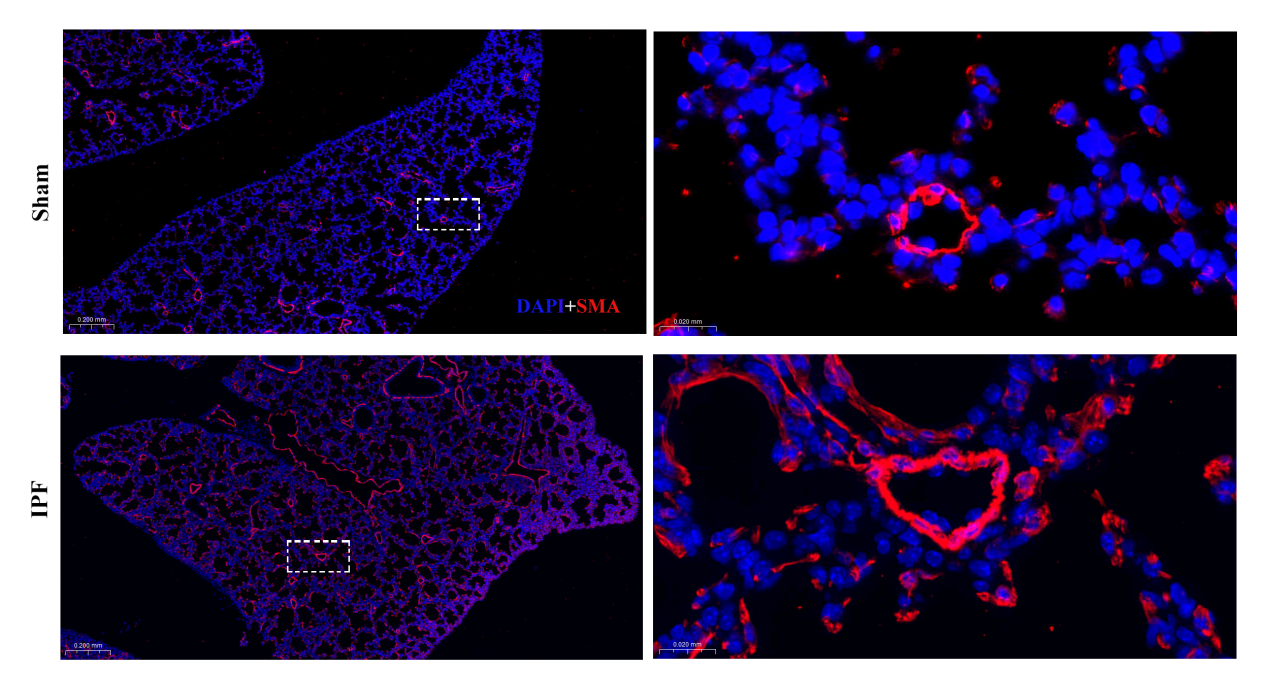

**Supplement:** Supplementary file 5 — Supplementary Material 5

How the deposited data were processed for this re-analysis (not part of the article)

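Bulk RNA-sequencing of P14 lungs covered 5 lungs of the IncPBF group and 5 of the sham group, operated on at P7. The authors isolated total RNA with a column kit according to the methods, or with Trizol according to the labels, and sequenced NEBNext libraries on a NovaSeq instrument. The authors deposited the values as FPKM, together with the gene length in bases that enters the FPKM. The paper's text does not name the aligner, the counting software, the genome build or the test. The columns of the IncPBF lungs carry another abbreviation than the sample titles, and were assigned to the IncPBF group because the other 5 columns are named sham and no other samples are in the table. The coordinates of the table were compared with GENCODE M21 on GRCm38, and 98.3% of the shared genes had identical positions.

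FPKM multiplied by gene length was a whole multiple of 1 step per lung for 100% of the values, so the fragments on each gene were recovered. Their totals per lung ran from 16103423 to 20318525. The number of fragments by which the authors divided was 1.02 to 1.07 times these totals in the IncPBF lungs and 0.958 to 1.03 times in the sham lungs, and 1.01 to 1.02 times a library size from the median of gene ratios. FPKM in the table are therefore not scaled to the total on genes. Genes above 0 numbered 23190 to 24241 per lung.

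Genes with a mean FPKM of at least 0.5 (15388) were tested on log2(FPKM + 0.1) with limma 3.58.1 (lmFit, then eBayes with a trend) in R 4.3.3, IncPBF against sham, all 10 lungs, no covariates. Thresholds were an unadjusted p of 0.05, as in Fig. 4A, and a Benjamini-Hochberg adjusted p of 0.05. Single values were compared by exact permutation over the 252 assignments of the lungs. Gene sets, 21 in number and written down before the data were examined, were compared by their mean log2 value with exact permutation, adjusted over the sets. Principal components, correlations between lungs and hierarchical clustering used the same log2 values. The reference was read and figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

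The genes named were fixed before the data were examined. They are those the paper names or labels in Fig. 4A, 4D, 6A and Supplemental Fig. S6, up to 3 examples of each kind from Fig. 5B, the 5 largest rises and falls among genes past the adjusted threshold without overlap of the groups, and the sex-linked genes. Of these rises and falls only examples are given in the text. Genes of the gene sets are named only with their set. Scgb1a1 lies outside this rule and was chosen after its values were seen.

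The alternatives set before the data were examined changed 1 choice at a time, but an equal total per lung also lowered the weight of the pseudocount. They were the pseudocount (1 or 0.01), the filter (mean FPKM of at least 1, or none), the scaling (an equal total per lung, median centring, quantile normalization), the replicate number as a block, eBayes without the trend, an exact permutation test per gene on unlogged FPKM, no genes on chromosomes X and Y, log2 Xist FPKM as a covariate, a 2-fold minimum, and each lung left out in turn. Principal components were also computed on unlogged FPKM, and correlations as Spearman's rho. Chosen after the data were seen were limma-voom on the recovered fragments, the mean of the ciliated-cell genes as a covariate, a correction of each lung for GC content and gene length by a smoothed fit with a span of 0.5 (15373 genes had a GC value), this correction with the replicate block, and, for Xist and Zbtb16, the log2 ratio of the group mean FPKM without a pseudocount.

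The test was tested on simulated data with 199 changed genes among 15257. It recovered 95.5% of them with 2 false calls among 192. All simulated changes were at least 2-fold, with 1 dispersion for every gene and no effect of sex or batch. The median absolute log2 fold change of the genes called in the real data was 0.41. The simulation therefore does not give the recovery of such smaller changes, or the false calls where sex differs between the groups. With an artificial GC trend added, 15242 genes gave 6161 false calls before the correction for GC content and length and 1 after it. Not done were the GO, KEGG and Reactome enrichments, whose annotations were not used here, and any test of batch, litter or date of surgery, which the labels do not give.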

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

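Chosen only after the results were seen were the tests of sex on the glucocorticoid-induced genes, of delayed maturation, of blood left in the lungs, and of GC content and gene length on the ribosomal protein and oxidative phosphorylation genes. Each gene and gene set was examined in each group for a lung far from the other 4, that is, with a gap to the nearest lung above 0.71 of the group's range. Of 106 groups of 5 lungs examined, 10 had such a lung, where chance gives about 1 in 20, or 5.3. Values are log2(FPKM + 0.1), and for gene sets the mean over the set.

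IncPBF lung 1 lay apart from the other 4 IncPBF lungs in 6 of the 10. Its value was -3.13 for Xist (5.71 to 6.06 in the other IncPBF lungs), 4.22 for Ddx3y, 1.58 for Uty, 3.64 for Eif2s3y and 1.13 for Kdm5d. The set of Y-linked genes and Xist had a mean of 1.49 in this lung, and fell by 2.5 between the groups (adjusted exact p = 0.0152, lower in 5 of 5 IncPBF lungs than in every sham lung). For IncPBF lung 1 this rests on 1.491 against 1.493 in sham lung 5, so this lung did not share the fall. The other IncPBF lungs had means of -1.483 to -1.436. The set mean also combines Xist, which rose, with Y-linked genes, which fell. IncPBF lung 1 and the 5 sham lungs thus had the expression of male mice and IncPBF lungs 2 to 5 that of female mice. A sham lung placed in the IncPBF group by mistake could give the same pattern. However, the glucocorticoid-induced genes of IncPBF lung 1 had a mean of 3.69, near the 3.77 of the other IncPBF lungs and below the 4.63 to 5.05 of the sham lungs. Sex itself remains as the explanation of the sex-linked genes.

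The tRNA gene mt-Tt was -0.16 in IncPBF lung 2 against 0.62 to 0.87 in the other IncPBF lungs. It had 1 to 2 fragments in these lungs, so the gap is a single fragment. Actr3b was -0.52 in IncPBF lung 5 and -1.67 to -1.55 in the other IncPBF lungs, that is, 0.596 against 0.213 to 0.242 FPKM. No explanation was tested for Actr3b.

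Scgb1a1, the club cell gene of the airways, had 128.5 FPKM in sham lung 5 (log2 value 7.01) and 5116 to 11740 FPKM in the other sham lungs. The ciliated-cell genes had a mean of -0.46 in sham lung 5 and of 2.29 to 3.36 in the others. A candidate explanation is less airway in the piece of lung that was sequenced. The test of it was whether the ciliated-cell genes lie apart in the same lung, and their gap was 0.719 of the range, slightly above the limit. Both sets of cells being low in 1 sham lung leaves this explanation standing. The design gives no biological explanation for a single sham lung, and none was tested.

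The paper does not report on the proliferation genes, which rose by 0.94 (adjusted exact p = 0.0152). All 16 were higher with an adjusted p under 0.05 in limma, under each of the 4 scalings, and the 5 IncPBF lungs lay above the 5 sham lungs. Together with the fall of the AT1 markers and the rise of the matrix genes by 0.31, this may be read as delayed lung maturation in the IncPBF group. The larger of the adjusted exact p values of the proliferation and the matrix genes was 0.0152, but their rise is the pattern itself and does not test the idea. A difference in sex was tested in IncPBF lung 1. In 3 of the 3 sets, proliferation, matrix and AT1, this lung lay beyond all 5 sham lungs on the side of the IncPBF group. That goes against sex as the only explanation, but it rests on 1 lung and does not exclude a part played by sex. Litter and date of surgery are not given, so delayed maturation remains a hypothesis that cannot be told apart from them.

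Among sets the paper does not discuss, the mean log2 change was -1.10 for the glucocorticoid-induced genes, -0.55 for the day-phase arm of the clock genes and -0.85 for the FOXO and fasting genes, each with an adjusted exact p of 0.0152 and with all 5 IncPBF lungs below all 5 sham lungs. Of the glucocorticoid-induced genes 15 of 18 were lower and of the FOXO and fasting genes 12 of 12, under each of the 4 scalings; of the day-phase arm 8 of 9 were lower, or 7 with each lung rescaled to an equal total. Tsc22d3 and Fkbp5, both induced by glucocorticoids, had log2 fold changes of -1.63 and -2.63. Without genes labelled in the paper's figures, the glucocorticoid-induced genes fell by 0.85 (exact permutation p = 0.00794). The paper lists autophagy among its enriched terms, and some of the FOXO and fasting genes are labelled in Fig. 5B. The 5 genes of that set that are not labelled fell by 1.04 (exact permutation p = 0.00794). If time of day at collection were the cause, the opposite arm of the clock would move the other way, and its adjusted exact p was 0.683. That mean covers unequal changes, with log2 fold changes of -0.41 for Clock (adjusted p = 0.00191 from limma), -0.18 for Cry1 and 0.36 for Nfil3. Those of Arntl and Npas2 were -0.02 and 0.10. Clock and Cry1 moved with the day-phase arm and Nfil3 the other way, so the mean does not decide and time of day is not excluded. If acute stress of handling were the cause, the immediate early genes would be lower too, and they rose by 0.43 with an adjusted exact p of 0.108. Their changes were unequal as well, with 7 of 11 genes higher and 4 lower. Of these, 3 of the higher and 1 of the lower genes had an adjusted p under 0.05 in limma. Acute stress of handling is therefore not excluded either. Sex is not favoured by the value of IncPBF lung 1, 3.69, which lay nearer the other IncPBF lungs than the sham lungs. The labels hold 0 columns of batch, litter or date, so the pattern cannot be told apart from a difference in batch, litter or day of surgery. A lower exposure to glucocorticoids or a different feeding state in the IncPBF group may be considered as a hypothesis; neither was measured.

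The hemoglobin and erythroid genes fell by 1.38 (adjusted exact p = 0.0385), with 7 of 7 lower and 5 of them past an adjusted p of 0.05 in limma, under each of the 4 scalings except quantile normalization, where 6 passed. The groups overlapped. Lungs were perfused before collection, and a difference in blood left in the lungs may cause such a fall. In that case genes of neutrophils, which blood also carries, would be lower as well. Their mean, over 3 genes tested, rose by 0.32 (exact permutation p = 0.175), which goes against this explanation as far as neutrophil genes track blood. However, the T and B lymphocyte genes fell by 0.22 (adjusted exact p = 0.0476), with 9 of 9 lower, or 7 with each lung rescaled to an equal total. Of these, 0 passed an adjusted p of 0.05 in limma and 2 an unadjusted p of 0.05. Blood carries lymphocytes too, so a difference in blood left in the lungs is not excluded. No other explanation was tested for the lymphocyte genes.

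The ribosomal protein genes rose by 0.23 (adjusted exact p = 0.0278, 14 of 14 higher) and the mitochondrial oxidative phosphorylation genes by 0.22 (adjusted exact p = 0.0152, 12 of 12 higher), in the same numbers under each of the 4 scalings. A bias by GC content or gene length could raise them together. After the correction for both, the rises were 0.18 and 0.17, that is, 76.3% and 75% of the values before it, and the larger of the 2 adjusted exact p values was 0.0357. The correction thus took away part of the rise and left most of it. Batch and litter are not given, and the pattern cannot be told apart from a difference between them.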

How the results depend on the processing

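Chosen after the data were seen were limma-voom, the ciliated-cell covariate, the correction for GC content and gene length, this correction with the replicate block, and for the 2 log2 fold changes read from Fig. 4A the ratio of group mean FPKM without a pseudocount. The other alternatives were set before the data were examined.

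The number of genes at unadjusted p under 0.05, 6640, lay between 6096 (ciliated-cell covariate) and 7880 (no filter) under every alternative but the Xist covariate and those that leave out a lung. The number of genes at adjusted p under 0.05, 4970, lay between 3563 (exact permutation per gene) and 5316 (correction for GC content and gene length), apart from the Xist covariate, a lung left out and the 2-fold minimum, which left 471. In each alternative the calls shared with the 4970 had the same direction. With the replicate block, 6671 genes had an unadjusted and 4872 an adjusted p under 0.05, of which 4461 were among the 4970. With the block and the correction for GC content and length, the numbers were 6940 and 5277. The deviations of same-numbered lungs from their group means correlated by 0.0177 on average across genes (-0.0675 to 0.0854).

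With log2 Xist FPKM as a covariate, genes at unadjusted p under 0.05 fell to 3172 and genes at adjusted p under 0.05 to 748, of which 691 were among the 4970. The percent of genes at adjusted p under 0.05 that are higher in IncPBF was then 44.4. At an adjusted p under 0.05, the alveolar marker genes lower in IncPBF numbered 0 (4 without the covariate; 3 at an unadjusted p), the mesenchymal and Shh pathway genes higher in IncPBF 0 (4 without it; 2 at an unadjusted p), and the KEGG pathway genes of Fig. 5B lower in IncPBF 38 (65 without it). IncPBF lung 1 is the only lung in which Xist and group part, so the covariate leaves little to estimate the group difference from.

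The percent of genes at adjusted p under 0.05 that are higher in IncPBF, 49.9 (95% binomial confidence interval 48.5 to 51.3), became 59.8 when each lung was rescaled to an equal total and 51.8 with the exact permutation per gene on unlogged FPKM. The interval treats genes as independent, which they are not, and does not measure the spread between lungs. The rescaling moved the median log2 fold change of all genes from 0.01 to 0.05. The FPKM totals averaged 279900 in the IncPBF and 286700 in the sham lungs, so an equal total alone raises a log2 difference by 0.03. Genes with a low FPKM in a group moved by other amounts, since the pseudocount of 0.1 was kept at a larger total. The log2 fold change of Zbtb16 moved from -5.28 to -5.38 and that of Xist from 7.08 to 8.09. The cause of the change under the permutation test was not tested. The PC1 difference, 56.0 on the log2 scale, was 2427 on unlogged FPKM, where it was not significant (exact permutation p = 0.778). That axis was set by sham lung 5, which scored 16630 against -5232 to 2540 in the other lungs. On unlogged FPKM of the genes at unadjusted p under 0.05, chosen for their difference, PC1 parted the groups (exact permutation p = 0.00794).

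Among genes and gene sets, 3 results reversed under an alternative other than a lung left out. The log2 fold change of Sftpc was 0.12 after quantile normalization (adjusted p 0.695, over all alternatives 0.0861 to 0.901). The mean change of the gene set: clock genes, opposite arm was 0.00498 with each lung rescaled to an equal total. The rise of 0.03 that comes from the equal total alone accounts for this. The log2 fold change of Scgb1a1 was -0.23 with the ciliated-cell covariate. The cause was not tested for Sftpc. For Scgb1a1 the log2 fold change was also negative, -0.19, without sham lung 5, in which both Scgb1a1 and the ciliated-cell genes were low. The reversal for Scgb1a1 thus goes with that lung. For the 29 named genes, 433 values under alternatives gave 407 on the same side of the threshold, 20 weaker, 4 stronger and 2 reversed. For the 21 gene sets, 230 values gave 217 on the same side, 4 weaker, 8 stronger and 1 reversed.

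With each lung left out in turn, genes at unadjusted p under 0.05 numbered 5900 to 6820, genes at adjusted p under 0.05 3865 to 5234, and the percent higher in IncPBF was 48.0 to 51.9. The alveolar marker genes lower in IncPBF numbered 4 to 5, the mesenchymal and Shh pathway genes 4 to 5, and the genes of Fig. 5B 65 to 65. The PC1 difference ran from 54.1 to 61.0, and the within minus between group correlation from 0.0166 to 0.0227. The gene set of clock genes, opposite arm, ran from -0.0596 to 0.00928, and the log2 fold change of Scgb1a1 from -0.19 to 1.43, negative without sham lung 5. Of 289 values for named genes 4 were stronger and 1 reversed, and of 210 values for gene sets 16 were weaker, 2 stronger and 3 reversed.

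Depth limits the genes of Fig. 4A most, since 16 of 18 had a group at or under 3 fragments. Mfap5, with 933 fragments or more in every lung, was limited by the spread between lungs.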

Differences from the paper's values

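For 10 genes the paper prints p values in its heat maps that are smaller than the unadjusted p values of limma, and both are given here as -log10 of p. Read by eye in Fig. 4D, the paper's value is about 11 for Ager, where limma gave 3.91. It is about 4.6 for Pdpn (2.86 here), about 2.9 for Spock2 (1.77 here) and about 2.2 for Sftpc (0.645 here). It is about 6.4 for Pecam1 (3.3 here) and about 5.9 for Cdh5 (2.97 here). Read by eye in Supplemental Fig. S6, the paper's value is about 8.0 for Acta2 (4.37 here), about 5.8 for Myh11 (3.00 here), about 8.1 for Shh (3.99 here) and about 7.1 for Gli1 (3.42 here). Compared as p values, none of the alternatives set before the data were examined came within 1.5 times the paper's p for any of these 10 genes. For Spock2, the replicate block with the correction for GC content and gene length, chosen after seeing the values, did so, with 2.87 on this scale.

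The paper's log2 fold change of Xist is about 11 in Fig. 4A, read by eye, and was 7.08 here. None of the alternatives set before the data were examined closed this gap. With limma-voom on the recovered fragments, chosen after seeing the values, it was 9.09, within a wide error. The log2 ratio of the group mean FPKM without a pseudocount, also chosen after seeing the values, was 10.71, near the figure's value. How the paper computed its fold changes was not tested further.

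For the PCA of the DEGs, PC2 holds about 13% of the variance in Fig. 4B, read by eye, and held 5.25% here on log2 values. On unlogged FPKM, an alternative set before the data were examined, PC2 held 11.4%, which falls within 1.5 times the paper's value. No other alternative was run for PC2 of the DEGs.

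The paper shows Sftpc as significantly downregulated (Fig. 4D), and here it was lower with an unadjusted p of 0.226 in limma. It had an unadjusted p under 0.05 with eBayes without the trend (0.0332) and with the exact permutation test on unlogged FPKM (0.0476), both set before the data were examined, and with limma-voom (0.0338), chosen after seeing the values. The adjusted p of Sftpc was at least 0.0861 under every alternative. Spock2, also in Fig. 4D, had an unadjusted p under 0.05 and an adjusted p of 0.0522. Its adjusted p was under 0.05 with a mean FPKM of at least 1 (0.0475), with the replicate block (0.0165), without sham lung 3 (0.0155) or sham lung 4 (0.0256), and, chosen after seeing the values, with limma-voom (0.0329) and with the block and the correction for GC content and length (0.00813).

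The paper plots Mfap5 in Fig. 6A, as read by eye, for 4 lungs of each group without overlap. Over all 5 lungs of each group the values overlapped (exact permutation p = 0.0873). The paper's p for Mfap5, 0.0361, and the unadjusted p of limma over all 10 lungs, 0.0402, did not differ by more than 1.5 times. Other pseudocounts, filters, median centring, quantile normalization and leaving out chromosomes X and Y gave 0.0345 to 0.0449 in limma, also within 1.5 times. An equal total per lung gave 0.0187, eBayes without the trend 0.0548, the replicate block 0.0611 and exact permutation 0.0873. These differed by more, as did the value with the Xist covariate. The paper's numbers of upregulated and downregulated DEGs, 3565 and 3863, add up to 7428, which is 100 fewer than the total of 7528 it gives.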

Other observations

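Of the tests in this part, those of sequencing depth and of sex on the genes called were chosen only after the result was seen. The correction for GC content and gene length and the ciliated-cell covariate, both used below, were also chosen after the data were seen.

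The genes called between the groups were set against technical explanations. Among the 16 splits of the 10 lungs that part all 5 same-numbered pairs, 1, the real grouping, gave as many as 4970 genes with an adjusted p under 0.05, and the most in any other was 2. With 16 splits the share cannot fall under 0.05, so this comparison alone does not exclude chance. Of 84 splits that part fewer pairs, drawn at random, 0 gave as many; the most was 2 genes, and 4536 genes at an unadjusted p under 0.05. Total fragments did not differ between the groups (exact permutation p = 0.516), and neither did the share of fragments on the 20 most abundant genes, 8.65 ± 0.188% in the IncPBF group and 8.76 ± 0.365% in the sham group (SD, n = 5 per group, exact permutation p = 0.579). After the correction for GC content and gene length, 90.4% of the genes called were called in the same direction. These tests go against depth, a few abundant genes, GC content and gene length as explanations. A batch, litter or date is not given, and the difference cannot be told apart from one that follows the groups.

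Sex differed between the groups except in IncPBF lung 1, and was tested in that lung. Autosomal genes called from the other 4 IncPBF lungs against 3 sham lungs were compared with IncPBF lung 1 against the 2 sham lungs left out. Over the 10 choices of sham lungs, a median of 95.8% of these genes changed in the same direction (89.8% to 97.3%). With each of the other IncPBF lungs held out in the same way, the median was 95.6% to 97.0%. Sex is thus unlikely to explain most of the direction of these changes. The test does not show how far sex adds to their size, and it rests on 1 lung.

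Acta2, Myh11, Shh and Gli1 were tested for airway and for sex. If more airway in the IncPBF pieces were the cause, the genes would lose their significance with the mean of the ciliated-cell genes as a covariate. Of the 4 genes 0 lost an adjusted p under 0.05, with log2 fold changes of 1.35 for Acta2, 0.60 for Myh11, 0.69 for Shh and 1.04 for Gli1. With log2 Xist FPKM as a covariate, all 4 genes lost an adjusted p under 0.05, and 2 of the 4 genes, Myh11 and Gli1, lost an unadjusted p under 0.05, with log2 fold changes of 0.39 and 0.56, and none changed sign. Acta2 and Shh did not lose the unadjusted p, with log2 fold changes of 1.01 and 0.65. IncPBF lung 1 is the only lung in which Xist and group part, so the lost significance does not decide between sex and IncPBF. In Acta2, Myh11 and Shh every IncPBF lung, lung 1 included, lay above every sham lung, and in Gli1 the groups overlapped. A part of the rise of these 4 genes may still follow the difference in sex between the groups. With 1 male IncPBF lung it cannot be told apart from IncPBF.

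The AT1 markers fell by 0.40 and the AT2 markers by 0.37. Whether the AT1 markers fell more was tested as the AT1 mean minus the AT2 mean within each lung, which did not differ between the groups (exact permutation p = 0.841).

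The myofibroblast markers rose by 0.68 on average (adjusted exact p = 0.0152), with 14 of 16 higher under each of the 4 scalings. Without the genes of Supplemental Fig. S6 the mean rose by 0.64. Pdgfra went the other way, with a log2 fold change of -1.36 (adjusted p = 9.01e-05 from limma), as did Hhip. Under the other scalings Pdgfra lay between -1.36 and -1.32.

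Other gene sets gave no adjusted exact p under 0.05. The hedgehog targets rose by 0.22 (adjusted exact p = 0.0556), with 2 of 4 genes higher. The interferon-induced genes fell by 0.42 (adjusted exact p = 0.0729). In this set IncPBF lung 1 had a mean of 2.71, above all sham lungs (2.43 to 2.64), and the other IncPBF lungs 1.77 to 2.19. The adjusted exact p of the set ran from 0.0152 to 0.135 with a lung left out. The result thus depends on single lungs, and sex is not excluded for the interferon-induced genes. The cardiac muscle genes rose by 0.64 (0.426), the macrophage and neutrophil genes by 0.09 (0.675) and the ciliated-cell genes by 0.70 (0.465). The ciliated-cell rise ran from 0.06 to 1.02 with a lung left out, and sham lung 5 lay far below the other sham lungs in this set. Scgb1a1, chosen after its values were seen, was 6441 ± 2133 FPKM in the IncPBF group and 5994 ± 4146 FPKM in the sham group (SD, n = 5 per group, exact permutation p = 0.770).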
